# Fatty acid desaturase 2 determines the lipidomic landscape and steroidogenic function of the adrenal gland

**DOI:** 10.1126/sciadv.adf6710

**Published:** 2023-07-21

**Authors:** Anke Witt, Ivona Mateska, Alessandra Palladini, Anupam Sinha, Michele Wölk, Akiko Harauma, Nicole Bechmann, Christina Pamporaki, Andreas Dahl, Michael Rothe, Irakli Kopaliani, Christian Adolf, Anna Riester, Ben Wielockx, Stefan R. Bornstein, Matthias Kroiss, Mirko Peitzsch, Toru Moriguchi, Maria Fedorova, Michal Grzybek, Triantafyllos Chavakis, Peter Mirtschink, Vasileia Ismini Alexaki

## Abstract

Corticosteroids regulate vital processes, including stress responses, systemic metabolism, and blood pressure. Here, we show that corticosteroid synthesis is related to the polyunsaturated fatty acid (PUFA) content of mitochondrial phospholipids in adrenocortical cells. Inhibition of the rate-limiting enzyme of PUFA synthesis, fatty acid desaturase 2 (FADS2), leads to perturbations in the mitochondrial lipidome and diminishes steroidogenesis. Consistently, the adrenocortical mitochondria of *Fads2^−/−^* mice fed a diet with low PUFA concentration are structurally impaired and corticoid levels are decreased. On the contrary, FADS2 expression is elevated in the adrenal cortex of obese mice, and plasma corticosterone is increased, which can be counteracted by dietary supplementation with the FADS2 inhibitor SC-26192 or icosapent ethyl, an eicosapentaenoic acid ethyl ester. In humans, *FADS2* expression is elevated in aldosterone-producing adenomas compared to non-active adenomas or nontumorous adrenocortical tissue and correlates with expression of steroidogenic genes. Our data demonstrate that FADS2-mediated PUFA synthesis determines adrenocortical steroidogenesis in health and disease.

## INTRODUCTION

The corticosteroids aldosterone and cortisol are produced in the *zona glomerulosa* and *zona fasciculata* of the adrenal cortex, respectively. Aldosterone increases the blood volume and pressure, while cortisol mediates stress responses, including regulation of glucose and lipid metabolism (*1*, *2*). Excess production of aldosterone in primary hyperaldosteronism can cause resistant hypertension and hypokalemia (*1*). Hypercortisolismus leads to severe comorbidities, including central obesity, dyslipidemia, and hypertension collectively termed Cushing syndrome (*3*). Obesity is also associated with increased aldosterone and glucocorticoid production, which exacerbates central obesity, hyperlipidemia, hypertension, and risk for cardiovascular disease (*4*–*8*). However, the underlying mechanisms of the increased corticoid production in obesity are not fully understood.

Aldosterone production is induced by angiotensin II through calcium signaling in the steroidogenic cells of the *zona glomerulosa* (*9*). Adrenocorticotropic hormone (ACTH), released by the pituitary, triggers cyclic adenosine 3′,5′-monophosphate signaling and induces glucocorticoid synthesis in the steroidogenic cells of the *zona fasciculata*. Corticosteroid synthesis requires the release of cholesterol from lipid droplets where it is stored in the form of cholesterol esters (CE) and its translocation into mitochondria via the steroidogenic acute regulatory (StAR) protein, which is the rate-limiting step of steroidogenesis. Once inside the mitochondria, cholesterol is used for steroidogenesis through a series of synthetic steps. CYP11A1 (P450scc)-mediated side-chain cleavage of cholesterol produces pregnenolone which is then converted to progesterone by the nicotinamide adenine dinucleotide–dependent 3β-hydroxysteroid dehydrogenase (3β-HSD). CYP21 catalyzes the NADPH-dependent hydroxylation of progesterone and 17a-hydroxyprogesterone to 11-deoxycorticosterone and 11-deoxycortisol, respectively. In the *zona glomerulosa*, CYP11B2 catalyzes the production of aldosterone from 11-deoxycorticosterone. In the *zona fasciculata*, CYP11B1 catalyzes the conversion of 11-deoxycortisol to cortisol in humans and 11-deoxycorticosterone to corticosterone in mice (*2*, *10*).

We here investigated the impact of mitochondrial membrane lipids on steroidogenesis in adrenocortical cells. We show that inhibition of fatty acid desaturase 2 (FADS2), the rate-limiting enzyme of polyunsaturated fatty acid (PUFA) synthesis, transforms the mitochondrial lipidome, inhibits cholesterol import, and diminishes steroidogenesis. Accordingly, FADS2 deficiency in mice impairs mitochondrial structure in adrenocortical cells and reduces corticosterone and aldosterone production. Conversely, FADS2 expression is up-regulated in the adrenal glands of obese mice and in aldosterone-producing adenomas compared to non-active adenomas (producing low amounts of aldosterone) and nontumorous adrenocortical tissue of patients, while FADS2 inhibition reduces corticoid levels in obese mice. These findings demonstrate that FADS2 determines mitochondrial structure and function and highlight the crucial role of FADS2 in adrenocortical steroidogenesis.

## RESULTS

### FADS2 determines the mitochondrial lipidome and is required for steroidogenesis in adrenocortical cells

As key steps of steroidogenesis take place in mitochondria (*10*), we first interrogated to which extent the lipid composition of mitochondria affects steroidogenesis in adrenocortical cells. We chose Δ-6-desaturase FADS2 as a target to modulate mitochondrial lipid composition in adrenocortical cells, since it is highly expressed in the adrenal gland compared to other tissues and organs (Fig. 1A and fig. S1A), and its expression is higher in steroidogenic cells (CD31^−^CD45^−^) compared to endothelial cells (CD31^+^) and leukocytes (CD45^+^) of the adrenal cortex (Fig. 1B). The adrenal gland and the liver were the organs with the highest FADS2 mRNA and protein expression among many different tested organs and tissues (Fig.1A and fig. S1A). Moreover, FADS2 is the rate-limiting enzyme in the synthesis of PUFAs, which are important components of functional and storage lipids (*11*, *12*). FADS2 catalyzes the conversion of the omega-6 linoleic acid (18:2 n-6, LA) to γ-linolenic acid (18:3 n-6, GLA) and the omega-3 α-linolenic acid (18:3 n-3, ALA) to stearidonic acid (18:4 n-3) (fig. S1B) (*13*).

**Fig. 1.**
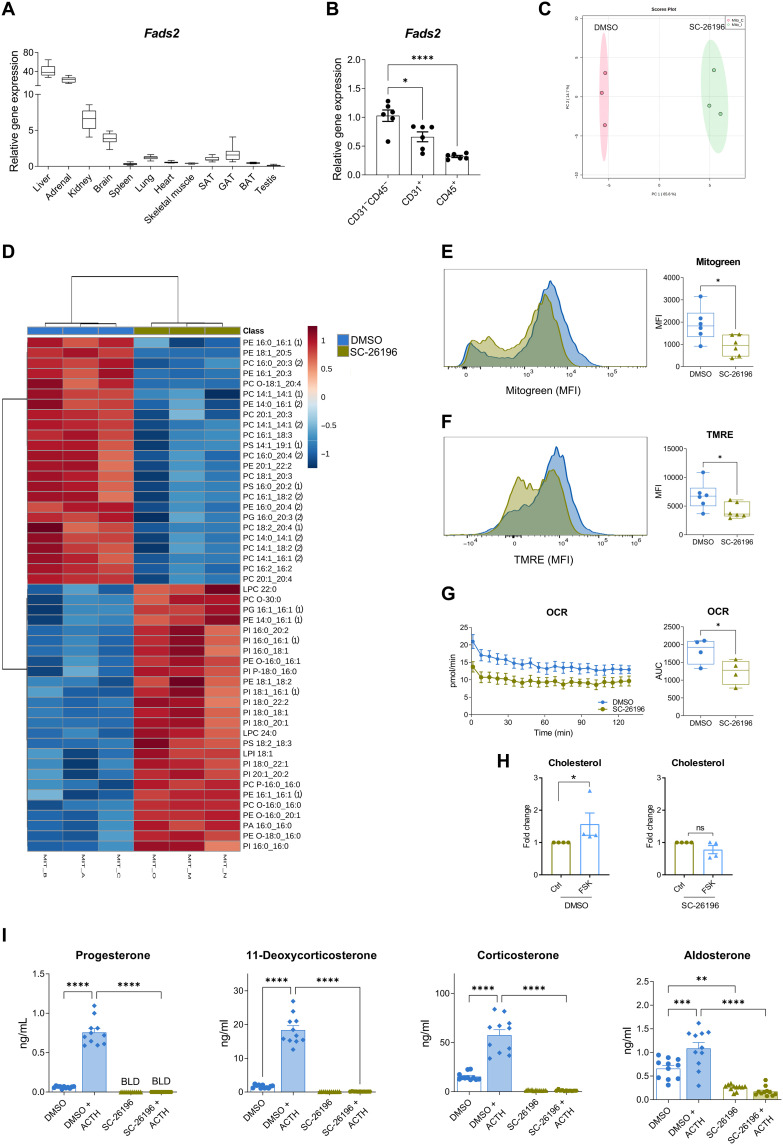
FADS2 determines the mitochondrial lipidome and is required for steroidogenesis in adrenocortical cells. (**A**) Relative *Fads2* expression in different tissues of 8-week-old WT C57BL6J mice determined by qPCR using *Tbp* as a housekeeping gene. Data are shown as mean 2^Δ*C*t^ (*n* = 8). BAT, brown adipose tissue; SAT, subcutaneous adipose tissue; GAT, gonadal adipose tissue. (**B**) Relative *Fads2* expression in CD31^−^CD45^−^, CD31^+^, and CD45^+^ cell populations of the mouse adrenal cortex. Expression of *Fads2* in CD31^−^CD45^−^ cells was set to 1. 18*S* was used as an internal control (*n* = 6). (**C** and **D**) PCA of the phospholipidome (C) and heatmap showing the differentially regulated lipid species (D) of mitochondrial fractions of NCI-H295R cells treated for 18 hours with SC-26196 (10 μM) or equal amount of DMSO (*n* = 3, one of two experiments). (**E** and **F**) Mitogreen (E) and TMRE (F) staining in primary adrenocortical cells treated for 18 hours with SC-26196 (10 μM) or DMSO (*n* = 6). MFI, mean fluorescence intensity. (**G**) OCR measurement of primary adrenocortical cells treated for 18 hours with SC-26196 or DMSO (*n* = 4). AUC, area under curve (**H**) Cholesterol levels determined by LC-MS/MS in mitochondrial fractions of NCI-H295R cells treated for 18 hours with SC-26196 or DMSO and stimulated or not with forskolin (FSK; 1 μM) for 15 min. Results of three independent experiments are shown here. (**I**) Progesterone, 11-deoxycorticosterone, corticosterone, and aldosterone levels were determined by LC-MS/MS in supernatants of primary adrenal cell cultures treated for 18 hours with SC-26196 or DMSO and then stimulated or not for 1 hour with ACTH (10 ng/ml) in the presence of SC-26196 or DMSO. The cell culture medium was changed before ACTH treatment (*n* = 12). Data in (B), (H), and (I) are shown as mean ± SEM, *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

We treated NCI-H295R adrenocortical carcinoma cells for 18 hours with the FADS2 inhibitor SC-26196 and analyzed the lipidome of mitochondrial fractions [identified by succinate dehydrogenase B (SDHB) expression] by liquid chromatography–tandem mass spectrometry (LC-MS/MS) (fig. S1C). FADS2 inhibition reprogramed the mitochondrial lipidome, as shown by principal components analysis (PCA) (Fig. 1C) and strongly altered the mitochondrial lipid composition at individual species level (Fig. 1D). The abundance of phosphatidylcholines (PC) and phosphatidylethanolamines (PE) containing PUFA acyl chains, such as PC 16:0_20:4, PC 20:1_20:3, PC 20:1_20:4, PE 16:0_20:4, PE 18:1_20:5, and PE 16:1_20:3, was reduced in SC-26196–treated cells, while conversely lipids with saturated or monounsaturated acyl chains, such as PE 14:0_16:1, PE 16:1_16:1, phosphatidylinositol (PI) PI 16:0_16:0, PI 16:0_16:1, PI 16:0_18:1, PI 18:1_16:1, PI 18:0_18:1, PI 18:0_20:1, PI 18:0_22:1, and phosphatidylglycerol (PG) PG 16:1_16:1, were increased (Fig. 1D). Cardiolipins, a unique component of the inner mitochondrial membrane (IMM), remained unaffected (not shown).

PC and PE are major lipid components of mitochondrial membranes, and therefore, changes in their consistency are likely to influence mitochondrial physiology (*14*, *15*). FADS2 inhibition decreased the mitochondrial load, mitochondrial membrane potential, and oxygen consumption rate (OCR) in primary adrenocortical cells (Fig. 1, E to G). Electron transport chain–dependent mitochondrial bioenergetics are intimately linked with and required for steroidogenesis (*10*, *16*–*19*). Hence, the observed reduction of the mitochondrial membrane potential (Fig. 1F) and OCR (Fig. 1G) is expected to lead to reduced steroidogenesis. Along this line, we asked whether cholesterol transport into mitochondria, which is the rate-limiting step of steroidogenesis, is affected by FADS2 inhibition. Cholesterol import into mitochondria involves the interaction between StAR, voltage-dependent anion channel (VDAC), and translocator protein, 18 kDa (TSPO) (*10*). StAR shuttles from the cytoplasm to the outer mitochondrial membrane (OMM), transferring cholesterol to a complex, which is assembled by VDAC and TSPO at the OMM-IMM contact sites, called transduceosome (*10*, *19*). In adrenocortical steroidogenic cells, cholesterol taken up from circulating lipoproteins or synthesized in the endoplasmic reticulum (ER), is mainly stored in the form of CE in lipid droplets, from where it is transferred by StAR and the transduceosome into the mitochondria for pregnenolone synthesis, the first steroid to be synthesized in the steroidogenic cascade (*19*). To examine whether FADS2 inhibition affects cholesterol uptake in the mitochondria, we analyzed the cholesterol content of mitochondrial (SDHB positive) fractions of NCI-H295R cells treated or not with SC-26196 upon stimulation with forskolin (fig. S1C). Forskolin treatment triggered a strong increase in mitochondrial cholesterol levels in control but not SC-26196–treated cells (Fig. 1H). In accordance, cholesterol and CE accumulated in the lipid droplet [hormone-sensitive lipase (HSL) positive] fractions in SC-26196–treated cells (fig. S1, C and D).

Reduced mitochondrial bioenergetics (Fig. 1, F and G) and cholesterol mitochondrial import (Fig. 1H) in SC-26196–treated cells are expected to lead to impaired steroidogenesis. To verify this, we analyzed steroid hormone production by LC-MS/MS in primary adrenal cell cultures treated with SC-26196 and subsequently stimulated with ACTH. ACTH efficiently increased progesterone, 11-deoxycorticosterone, corticosterone, and aldosterone production, while FADS2 inhibition abolished their production (Fig. 1I), without affecting cell viability (fig. S1E). FADS2 inhibition also reduced progesterone and 11-deoxycortisol production in forskolin-treated NCI-H295R cells (fig. S1F). The effect of FADS2 inhibition on steroidogenesis was not due to decreased mRNA expression of *StAR* or steroidogenic enzymes, Cytochrome P450 Family 11 Subfamily A Member 1 (*Cyp11a1*, cholesterol side-chain cleavage enzyme), *3*β*-Hsd2*, *Cyp11b1*, or *Cyp11b2*; their expression was increased upon FADS2 inhibition, perhaps as a compensatory response to low steroid hormone synthesis (fig. S1G). These data indicate that increased expression of steroidogenic enzymes is not sufficient for successful steroidogenesis when FADS2 is blocked, thereby underscoring the importance of FADS2-dependent PUFA synthesis for steroidogenesis. In accordance, FADS2 overexpression (fig. S1, H and I) increased 11-deoxycorticosterone, cortisol, and aldosterone production in forskolin-treated NCI-H295R cells (fig. S1J) substantiating the promoting effect of FADS2 on steroidogenesis.

### High-fat diet reprograms the adrenal lipidome and increases glucocorticoid production

Next, we asked whether FADS2 could drive increased adrenocortical hormone production in vivo. As an experimental model we used high-fat diet (HFD)–induced obesity in mice, which was previously shown to lead to increased corticosterone and aldosterone production (*5*). Wild-type (WT) C57BL6/J mice were fed for 20 weeks a low-fat diet (LFD; 10% kcal deriving from fat) or a HFD (60% kcal deriving from fat). HFD feeding substantially increased the body weight of the animals (fig. S4A), as previously reported in a large number of studies (*20*, *21*). As expected, progesterone and corticosterone plasma levels were elevated in HFD compared to LFD mice (Fig. 2A). ACTH plasma levels were also increased in obese mice (fig. S2A), standing in accordance with the notion that chronic inflammation and dysmetabolism may lead to chronic activation of the hypothalamic-pituitary-adrenal (HPA) axis (*22*, *23*). Adrenal gland weights did not change with obesity (fig. S2B). We next interrogated the lipidomic changes in the adrenal glands of obese mice, and whether these changes may contribute to the increased steroidogenesis in an autonomous fashion.

**Fig. 2.**
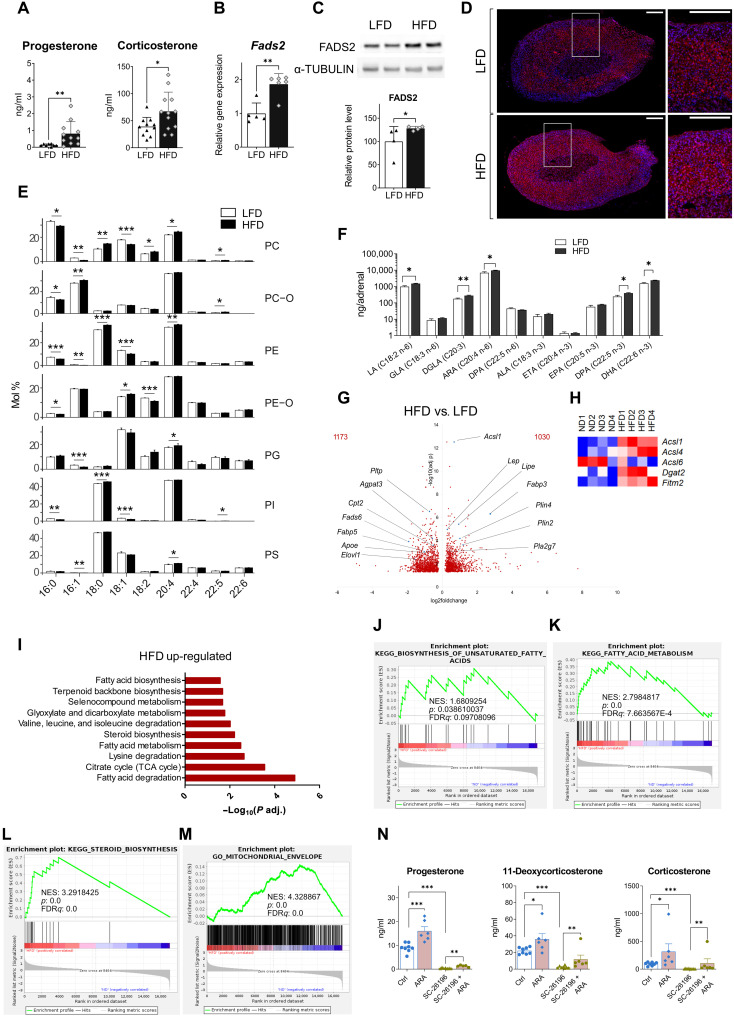
HFD reprograms the adrenal lipidome and increases glucocorticoid production. (**A**) Progesterone and corticosterone plasma levels in mice fed for 20 weeks a LFD or HFD (*n* = 8 to 12). (**B** and **C**) *Fads2* mRNA expression (B) and protein expression (C) in adrenal glands of LFD and HFD mice (*n* = 4 to 6). (**D**) Immunofluorescence for FADS2 (red) and 4′,6-diamidino-2-phenylindole (DAPI; blue) in adrenal glands of LFD- and HFD mice (1 of 5 mice per condition). Scale bars, 200 μm, zoomed-in inserts are shown at the right. (**E**) Acyl chain profile of nonstorage lipids analyzed by shotgun lipidomics. Lipids in adrenal glands from lean and obese mice were grouped according to the acyl chain within each lipid class (mol % is relative to the lipid class). Only the features with a mean abundance >5 mol % are shown, mean mol % ± SD is shown (*n* = 7 to 8). (**F**) Acyl chain isomers in phospholipids in adrenal glands of LFD and HFD mice determined by HPLC-MS (*n* = 5 to 6). (**G** to **M**) RNA-seq in the adrenal cortex of LFD and HFD mice (*n* = 4 mice per group). Volcano plot showing differentially expressed genes in HFD versus LFD mice (G). Heatmap of differentially expressed genes involved in fatty acid processing (P adjusted < 0.05) (H). EGSEA of RNA-seq data in the adrenal cortex of HFD versus LFD mice showing 10 among most up-regulated metabolic pathways (KEGG database) (I). GSEA for genes involved in biosynthesis of unsaturated fatty acids (J), fatty acid metabolism (K), steroid biosynthesis (L), and mitochondrial envelope formation (M). NES, normalized enrichment score; FDR, false discovery rate. (**N**) Progesterone, 11-deoxycorticosterone, and corticosterone levels in supernatants of primary adrenal cell cultures treated for 18 hours with SC-26196 (10 μM) or DMSO (Ctrl) in the presence or absence of ARA (150 μM) (*n* = 6 to 8). Data in (A) to (C) are shown as mean ± SD and in (F) and (N) as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001.

FADS2 expression was elevated at mRNA and protein level in the adrenal glands of HFD-fed mice (Fig. 2, B to D), while its expression did not change in other organs, such as the liver or the brain (fig. S2C). To understand the role of FADS2 in regulating the adrenocortical lipidome, we investigated the adrenal gland lipidome by shotgun lipidomics and revealed reprograming of the whole lipidome, i.e., both nonstorage lipids and storage lipids upon HFD feeding (fig. S2D). Nonstorage, i.e., membrane lipids include phospholipids and their ether-linked versions [PC, PE, PC O-, PE O-, PI, PG, phosphatidylserine (PS), and phosphatidate (PA)], lysolipids [lyso-phosphatidate (LPA), lyso-phosphatidylcholine (LPC), phosphatidylethanolamine (LPE), LPE O-, lyso-phosphatidylglycerol (LPG), lyso-phosphatidylinositol (LPI), and lyso-phosphatidylserine (LPS)], sphingomyelin (SM), diacylglycerol (DAG), cardiolipins (CL), ceramides, and hexosylceramides (HexCer). Storage lipids comprise CE and triacylglycerol (TAG) (*24*). Whole and nonstorage lipidomes of adrenal glands from lean and obese mice segregated along the first principal component (PC1), and the topology of the samples was notably similar, while storage lipids regrouped with statistical significance along the second principal (PC2) (fig. S2D), suggesting that nonstorage lipids were mainly responsible for the grouping of the whole lipidome according to the diet.

Yet, storage lipids (TAG and CE) constituted the largest portion of the identified lipids in adrenal glands (86.98 ± 5.43% in LFD mice and 90.12 ± 1.93% in HFD mice), while nonstorage lipids accounted for 13.02 ± 5.22% and 9.87 ± 1.89% of all identified lipids in the adrenal glands of mice under LFD and HFD, respectively (table S1). The total amounts of storage and nonstorage lipids did not substantially differ in the adrenal glands of lean and obese mice (table S1). Likewise, lipid classes did not significantly differ between the adrenal glands of lean and obese mice (table S2). CE as well as non-esterified cholesterol were also not significantly increased in the adrenal glands of obese mice (table S2).

Our data show that it is not the lipid amount but the total acyl chain length and degree of unsaturation of storage and nonstorage lipids that substantially changed with obesity. TAG species with 50 to 54 carbon atoms (fig. S2E) and two to four acyl chain double bonds (fig. S2F) were highly abundant (mol % > 10). Adrenal glands of HFD mice exhibited a significant increase in long (with a total acyl chain length of 54 carbon atoms) and unsaturated (with four, five, and more than six double bonds) TAG species. In contrast, adrenal glands from LFD-fed mice showed a larger amount of TAG species containing shorter acyl chains (with 48 and 50 carbon atoms) with one or two double bonds (fig. S2, E and F). To determine whether the diet affected the overall mean weighted length and unsaturation level of lipids, we calculated the double bond index (DBI) and the length index (LI). Storage lipids in the adrenal glands of obese mice showed a significantly higher DBI compared to lean mice (table S3). Hence, upon HFD feeding, TAG in the adrenal glands became overall more unsaturated.

Most nonstorage lipids contained a cumulative of 34 to 38 carbon atoms (fig. S2G) and four double bonds in their acyl chains (fig. S2H). Similarly to what was found for TAG, adrenal glands from HFD mice showed a significant increase in longer and more unsaturated (with four double bonds) nonstorage lipids, while shorter and mono-unsaturated nonstorage lipid species were more abundant in the adrenal glands of LFD-fed mice (fig. S2, G and H). In accordance, membrane lipids in the adrenal glands of HFD-fed mice had significantly higher DBI and LI compared to LFD-fed mice (table S3), indicating that nonstorage (membrane) lipids were longer and more unsaturated in the adrenal glands of obese mice.

Notably, 20:4 was one of the most abundant acyl chains in PC, PC O-, PE, PE O-, PG, and PI, and the amount of PC, PE, and PG lipids containing 20:4 was higher in the adrenal glands of obese compared to lean mice (Fig. 2E). In contrast, long-chain PUFAs other than 20:4, such as 22:4, 22:5, and 22:6, were less abundant (Fig. 2E). Accordingly, the phospholipids PC 18:0_20:4 and PE 18:0_20:4 were highly abundant and higher in the adrenal glands of HFD mice (fig. S2, I and J).

Isomer analysis showed that arachidonic acid (ARA; 20:4 n-6, *all-cis-*5,8,11,14-eicosatetraenoic acid) but not eicosatetraenoic acid (ETA; 20:4 n-3, *all*-cis-8,11,14,17-eicosatetraenoic acid) was the abundant 20:4 isomer form (Fig. 2F), in agreement with previous reports showing very little ETA in the tissue lipidome (*25*). Furthermore, docosapentaenoic acid (DPA; 22:5 n-3) and docosahexaenoic acid (DHA 22:6 n-3) were more abundant in adrenal gland phospholipids of obese mice, while eicosapentaenoic acid (EPA; 20:5 n-3) was not (Fig. 2F). Given that FADS2 is the rate-limiting enzyme for ARA, DPA, and DHA synthesis (fig. S1B), the increased amounts of these phospholipidic acyl chains in the adrenal glands of HFD mice could be the result of an enhanced adrenal FADS2 expression in obese mice (Fig. 2, B to F).

To correlate the observed shift at the lipidome level with transcriptional changes, we performed RNA sequencing (RNA-seq) in the adrenal cortex of LFD and HFD mice that revealed 2203 differentially expressed genes, of which 1030 were up-regulated and 1173 were down-regulated by HFD compared to LFD feeding (Fig. 2G). 

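RNA of the adrenal cortex was sequenced in 4 LFD and 4 HFD mice after 20 weeks of feeding. The LFD provided 10% and the HFD 60% of its energy as fat. The authors aligned the reads to the mouse genome GRCm38 with STAR, counted them on the genes of the GENCODE release M12 with HTSeq, and used the strand of the reads in counting. They deposited 1 read count per gene and mouse, without normalization. The counts covered 49585 genes, listed by their Ensembl identifiers. Symbols and GRCm38 coordinates were found for 49326 of them in a later GENCODE release, M21. Counts on genes summed to between 44091587 and 46874227 per LFD mouse, with a median of 44313024.5. In HFD mice, they summed to between 43819152 and 51563705, with a median of 47897794.5. The genotype in the labels of all 12 mice of the study was a *Fads2* knockout, whereas the paper describes wild-type mice. *Fads2* was expressed at between 455.5 and 2199.9 CPM (counts scaled to the TMM-adjusted library size) in each of these 12 mice. The labels call the LFD group a normal diet and number its mice 2, 5, 6, and 7. Library sizes were scaled by edgeR's trimmed mean of M values (TMM) method, with factors from 0.883 to 1.11. Genes with too few counts in the 8 mice were removed with edgeR's filterByExpr function at its minimum count of 10. Means and standard deviations (SD) below are TMM-normalized CPM, and each log2 fold change is given with its standard error (SE).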

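Of the 15909 genes tested, 230 had an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 155 were higher and 75 lower in HFD mice. At an unadjusted p below 0.05, 3949 genes differed, against 795 that chance gives. The 4 HFD and 4 LFD mice did not overlap in 2162 genes (13.6%, against 2.86% by chance), which included all 230 genes past the threshold. The count rested on individual mice. It was 918 without HFD replicate 1, 78 without LFD replicate 2, and 0 without any of the other 6 mice, although 2711 to 3990 genes then still had an unadjusted p below 0.05. The Wald test of DESeq2, the tool that the paper names, gave 1932 genes with an adjusted p below 0.05, 965 of them higher and 967 lower. Among the genes past the threshold with a mean of at least 1 CPM in either group and an assigned name, *Adh1* rose the most (ENSMUSG00000074207, chromosome 3 of GRCm38 from 138260991 to 138290698, plus strand). Its expression was 310.0 ± 53.0 CPM in LFD and 1495 ± 776 CPM in HFD mice (SD, n = 4 each), a log2 fold change of 2.27 (SE 0.44, adjusted p = 0.0470 by the same test). The next largest rises were 2.23 for *Cst8* (ENSMUSG00000027442, chromosome 2 from 148798785 to 148805595, plus strand), 1.99 for *Apol6* (ENSMUSG00000033576, chromosome 15 from 77044729 to 77057106, plus strand), 1.94 for *Gpam* (ENSMUSG00000024978, chromosome 19 from 55067268 to 55127238, minus strand), and 1.84 for *Adra1d* (ENSMUSG00000027335, chromosome 2 from 131545850 to 131562283, minus strand). *Cd5l* fell the most (ENSMUSG00000015854, chromosome 3 from 87357881 to 87371073, plus strand), from 30.3 ± 14.6 to 2.17 ± 1.52 CPM (SD, n = 4 each), a log2 fold change of -3.80 (SE 0.57, adjusted p = 0.0376 by the same test). It was followed by *Mmp12* (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499, plus strand) with a log2 fold change of -1.96, *Clec4d* (ENSMUSG00000030144, chromosome 6 from 123262111 to 123275265, plus strand) with -1.77, *Scin* (ENSMUSG00000002565, chromosome 12 from 40059769 to 40134228, minus strand) with -1.66, and *Eva1c* (ENSMUSG00000039903, chromosome 16 from 90826719 to 90905109, plus strand) with -1.62. Each of these 10 genes separated all HFD from all LFD mice, and each lost its call in at least 6 of the 8 fits that left out 1 mouse.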

Several genes involved in lipid metabolism were highly up-regulated, such as Acyl-coenzyme A synthetase long-chain family member 1 (*Acsl1*), Fatty acid binding protein 3 (*Fabp3*), Lipase e (*Lipe*), and Perilipin 4 (*Plin4*), or down-regulated, such as Phospholipid transfer protein (*Pltp*), *Fads6*, 1-Acylglycerol-3-phosphate O-acyltransferase 3 (*Agpat3*), or Carnitine palmitoyltransferase (*Cpt2*) in the adrenal cortex of HFD mice (Fig. 2G). 

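All 8 of these genes had an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in each of them all 4 HFD mice lay on the same side of all 4 LFD mice. The adjusted p below are from this test, with CPM as mean ± SD of 4 mice per group. *Acsl1* (ENSMUSG00000018796, chromosome 8 from 46471037 to 46536051, plus strand) rose from 51.3 ± 4.26 CPM in LFD to 86.9 ± 7.58 CPM in HFD mice, a log2 fold change of 0.76 (SE 0.089, adjusted p = 0.0293). *Lipe* (ENSMUSG00000003123, chromosome 7 from 25379527 to 25398710, minus strand) rose from 55.5 ± 4.97 CPM in LFD to 103 ± 9.06 CPM in HFD mice, a log2 fold change of 0.88 (SE 0.10, adjusted p = 0.0293). *Plin4* (ENSMUSG00000002831, chromosome 17 from 56100591 to 56109803, minus strand) rose from 5.22 ± 1.41 CPM in LFD to 12.7 ± 2.18 CPM in HFD mice, a log2 fold change of 1.29 (SE 0.23, adjusted p = 0.040). *Fabp3* (ENSMUSG00000028773, chromosome 4 from 130308595 to 130315463, plus strand) was lower in HFD mice, at 2.9 ± 0.870 against 8.28 ± 1.92 CPM (log2 fold change -1.52, SE 0.26, adjusted p = 0.0398). *Pltp* (ENSMUSG00000017754, chromosome 2 from 164839518 to 164857711, minus strand) fell from 57.9 ± 9.75 CPM in LFD to 22.5 ± 5.55 CPM in HFD mice, a log2 fold change of -1.37 (SE 0.19, adjusted p = 0.0376). *Fads6* (ENSMUSG00000044788, chromosome 11 from 115279622 to 115297663, minus strand), *Agpat3* (ENSMUSG00000001211, chromosome 10 from 78269178 to 78352489, minus strand), and *Cpt2* (ENSMUSG00000028607, chromosome 4 from 107903981 to 107923610, minus strand) were higher in HFD mice. *Fads6* was expressed at 96.0 ± 14.8 CPM in LFD and 166 ± 22.9 CPM in HFD mice, a log2 fold change of 0.78 (SE 0.13). *Agpat3* increased from 185 ± 22.8 to 299 ± 32.3 CPM, a log2 fold change of 0.69 (SE 0.11), and *Cpt2* from 54.2 ± 3.18 to 74.9 ± 6.67 CPM, a log2 fold change of 0.46 (SE 0.083). These directions held in all 8 fits that left out 1 mouse, but each gene lost its call in 6 or 7 of them. The largest shift came from leaving out HFD replicate 1, which moved *Fabp3* to -1.72. With a score of adipocyte marker genes as a covariate, *Acsl1*, *Lipe*, and *Plin4* kept a median log2 fold change of 0.83. The score contained *Lipe* and *Plin4* themselves. Fig. 2G and 2H name 7 more genes outside the text. *Plin2* rose by 0.49, *Elovl1* by 0.33, and *Lep* by 3.19 on the log2 scale, while the values were -0.92 for *Pla2g7*, -1.43 for *Fabp5*, -0.91 for *Apoe*, and -1.11 for *Acsl6*. Of these 7, *Lep*, *Elovl1*, and *Acsl6* were not past the threshold. *Lep* was expressed at 3.28 CPM in LFD replicate 2 and at most at 0.715 CPM in the other LFD mice. Among the 19 genes that the text and Fig. 2G and 2H name for HFD versus LFD, 13 had an adjusted p below 0.05 over all genes tested, and 19 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples.

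**Figure D1:**
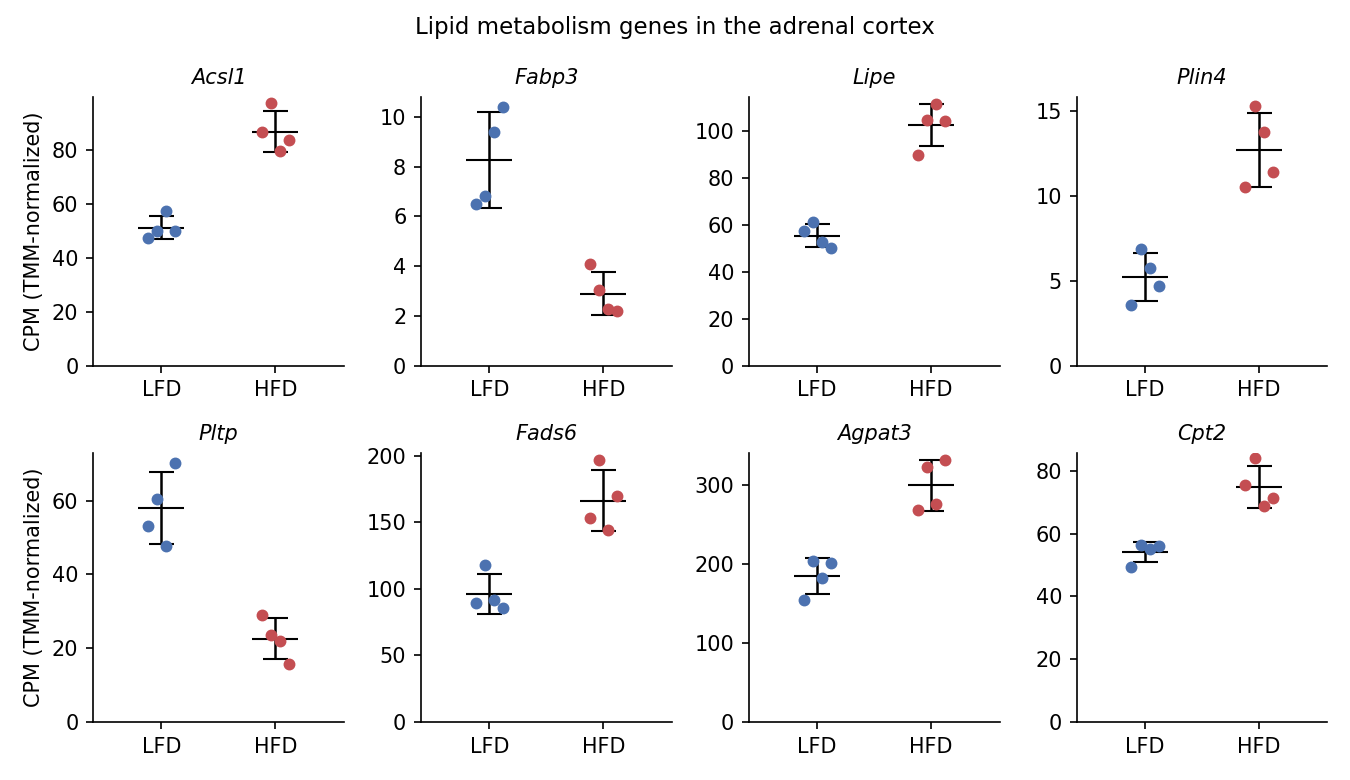
Expression of 8 lipid metabolism genes in the adrenal cortex, in TMM-normalized CPM on a linear axis from 0. Each point is 1 mouse (4 LFD and 4 HFD mice), and the bars show the mean and SD; the 2 groups do not overlap in any of the 8 genes, and *Fabp3* and *Pltp* are the 2 that are lower in HFD mice.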

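The gene *Fads2* (ENSMUSG00000024665, chromosome 19 from 10062765 to 10101746, minus strand) encodes the desaturase at the center of the study. Its expression was 667 ± 145 CPM in LFD and 1567 ± 671 CPM in HFD mice (SD, n = 4 each), from 24026 to 96499 counts per mouse. The log2 fold change was 1.23 (SE 0.32), with an adjusted p of 0.0781 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that it was not past the threshold. Of the HFD mice, 3 of 4 were above every LFD mouse, and HFD replicate 1, at 748 CPM, was not. Without this mouse, the log2 fold change was 1.47 (adjusted p = 0.0209 by the same test). Across the 8 fits that left out 1 mouse, it stayed between 1.03 and 1.47. *Fads2* also passed the threshold in DESeq2's Wald test (adjusted p = 0.00649) and with the adipocyte score as a covariate (log2 fold change 1.54, adjusted p = 0.0404 by edgeR's test). With the mean of 12 chromaffin cell genes as a covariate, a fit chosen after the data were seen, its log2 fold change was 0.86. The neighboring desaturase gene *Fads1* (ENSMUSG00000010663, chromosome 19 from 10182888 to 10196877, plus strand) was expressed at 988 ± 159 and 1730.0 ± 725 CPM (log2 fold change 0.81, SE 0.29, adjusted p = 0.143 by edgeR's test), and it passed the threshold without HFD replicate 1 (log2 fold change 1.02, adjusted p = 0.0374 by the same test). *Acsl4* (ENSMUSG00000031278, chromosome X from 142317993 to 142390535, minus strand) was higher in all 4 HFD mice than in any LFD mouse, at 741 ± 147 against 432 ± 92.5 CPM, but its adjusted p was 0.0651 in the same test (log2 fold change 0.78, SE 0.18), and it passed the threshold in DESeq2's test (adjusted p = 0.0085). *Dgat2* (ENSMUSG00000030747, chromosome 7 from 99153658 to 99182719, minus strand) was at 11.5 ± 3.41 CPM in LFD and 20.4 ± 4.38 CPM in HFD mice, a log2 fold change of 0.82 (SE 0.25, adjusted p = 0.104 by edgeR's test and 0.0201 by DESeq2's). *Fitm2* (ENSMUSG00000048486, chromosome 2 from 163466379 to 163472629, minus strand) rose from 69.5 ± 7.76 to 121 ± 18.3 CPM in edgeR's test (log2 fold change 0.80, SE 0.12), with all 4 HFD mice above all LFD mice. It lost its call in 7 of the 8 fits that left out 1 mouse. Among the 5 isoforms *Acsl1*, *Acsl3*, *Acsl4*, *Acsl5*, and *Acsl6*, *Acsl4* had the highest CPM in both groups. *Acsl5* came next in both groups (96.7 ± 10.6 CPM in LFD and 95.9 ± 6.97 CPM in HFD mice), and *Acsl6* was lowest (10.9 ± 4.41 and 5.10 ± 2.40 CPM). Per kilobase of exon, *Acsl4* also ranked first, at 79.9 and 137 CPM against 19.9 and 19.7 CPM for *Acsl5*.

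**Figure D2:**
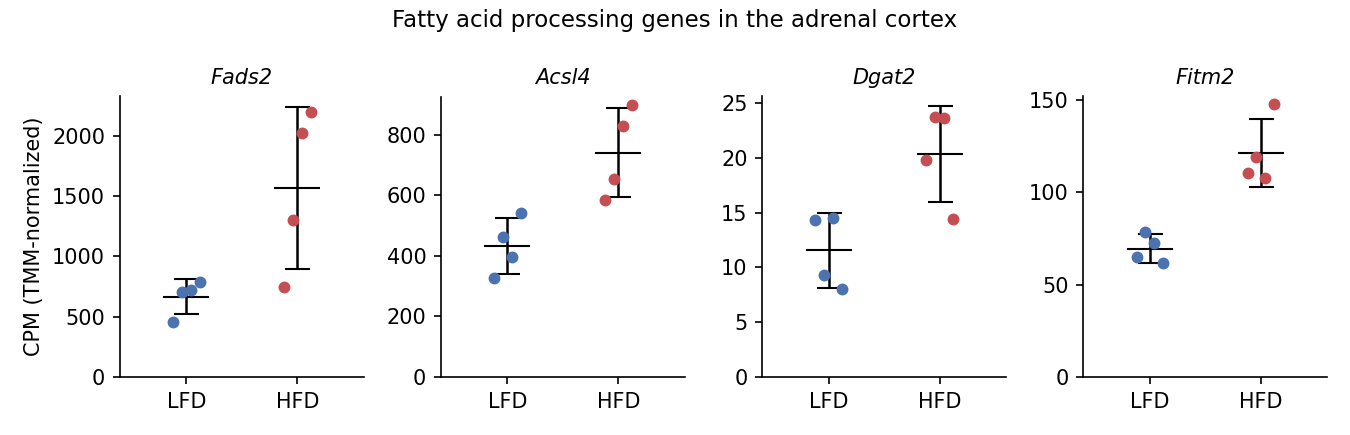
Expression of *Fads2*, *Acsl4*, *Dgat2*, and *Fitm2* in the adrenal cortex, in TMM-normalized CPM on a linear axis from 0. Each point is 1 mouse (4 LFD and 4 HFD mice), and the bars show the mean and SD; the groups do not overlap in *Acsl4* and *Fitm2*, while 1 HFD mouse lies within the LFD range in *Fads2* and in *Dgat2*.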

*Fads2* was also up-regulated in the adrenal cortex of HFD- compared to LFD-fed mice (log_2_ fold change = 1.244, adjusted *P* value = 0.0117), as were several other genes involved in fatty acid processing, such as *Acsl4*, the most highly expressed *Acsl* isoform in the adrenal gland, Diacylglycerol O-acyltransferase 2 (*Dgat2*), and Fat storage–inducing transmembrane protein 2 (*Fitm2*) (Fig. 2H). Ensemble of Gene Set Enrichment Analysis (EGSEA) showed that fatty acid metabolism, steroid biosynthesis, and tricarboxylic acid (TCA) cycle pathways were among the most up-regulated pathways in the adrenal cortex of HFD mice (Fig. 2I). Similarly, Gene Set Enrichment Analysis (GSEA) also demonstrated significant positive enrichment of genes related to biosynthesis of unsaturated fatty acids, lipid metabolism, and steroid biosynthesis in the adrenal cortex of obese mice (Fig. 2, J to L, and fig. S2K). Also genes associated with mitochondrial biogenesis (fig. S2L), formation of the mitochondrial envelope (Fig. 2M), and mitochondrial function, including respiratory electron transport, oxidative phosphorylation, TCA cycle, and beta-oxidation (fig. S2, M to P), were all positively enriched in the adrenal cortex of HFD mice.

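Gene lists written from general knowledge of these pathways, in place of the gene set collections used by the authors, were compared between the 4 HFD and 4 LFD mice with limma's camera test on log2 CPM (prior count 2, preset inter-gene correlation 0.01, adjusted over 10 lists). The list for fatty acid metabolism had 36 genes in the test, of which 28 were higher in HFD mice, with a median log2 fold change of 0.27 (adjusted p = 9.62e-06 by camera). All 4 HFD mice had a higher mean of this list than every LFD mouse. The sterol biosynthesis list, which follows the steps that KEGG names steroid biosynthesis, rose in 13 of 14 genes by a median of 0.60 (adjusted p = 5.17e-05 by camera), and 3 of 4 HFD mice were above all LFD mice. Of the 29 TCA cycle genes, 24 were higher, with a median log2 fold change of 0.21, an adjusted p equal to that of the sterol list, and all 4 HFD mice above the LFD mice. These calls depended on the preset correlation, which moved the results most. With the correlation estimated from the data the adjusted p was 0.544 for each of the lists past the threshold, and with limma's fry test it was 0.0949 or more, so that none of the calls held under either.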

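The list for biosynthesis of unsaturated fatty acids was not past the threshold. Its 27 genes had a median log2 fold change of 0.098, 19 of them were higher in HFD mice, and 2 of 4 HFD mice had a higher mean of the list than every LFD mouse (adjusted p = 0.128 by camera). Under the alternatives set in advance that kept all mice, the adjusted p ranged from 0.0352 with the adipocyte score as a covariate to 0.637 with an estimated correlation. Leaving out HFD replicate 2 or LFD replicate 7 also took the list past the threshold, with an adjusted p of 0.0449 by camera for the latter. The cholesterol homeostasis list rose in 32 of 55 genes, by a median of 0.11 on the log2 scale (adjusted p = 0.178 by camera), and 2 of 4 HFD mice were above all LFD mice. It passed with the adipocyte score as a covariate (adjusted p = 0.0139 by camera), without HFD replicate 1 (0.00566), and without LFD replicate 7. A list of genes for steroid hormone synthesis, from cholesterol uptake to the last hydroxylases, was higher in 14 of 15 genes, with a median log2 fold change of 0.41 (adjusted p = 0.00182 by camera), and 2 of 4 HFD mice were above all LFD mice. None of its genes was past the threshold singly in edgeR's test with all mice. *Cyp11b1* (ENSMUSG00000075604, chromosome 15 from 74834125 to 74841643, minus strand) was at 5167 ± 1073 CPM in LFD and 8466 ± 1442 CPM in HFD mice (SD, n = 4 each), a log2 fold change of 0.71 (SE 0.18), and *Mc2r* (ENSMUSG00000045569, chromosome 18 from 68406907 to 68429320, minus strand), the ACTH receptor gene, was at 280.1 ± 32.3 and 402 ± 44.0 CPM (0.52, SE 0.11). In both genes, as in *Fdxr* (0.41), all 4 HFD mice were above all LFD mice. These 3 genes passed the threshold in DESeq2's Wald test (adjusted p = 0.0116, 0.00839, and 0.0122) and in edgeR's test without HFD replicate 1. *Star* rose by 0.92 (SE 0.37), *Scarb1* by 0.85 (SE 0.35), *Cyp11a1* by 0.49 (SE 0.19), and *Cyp21a1* by 0.36 (SE 0.15). *Hsd3b6*, whose log2 fold change was -0.83 (SE 0.37), was the gene that did not rise. Reads of *Hsd3b6* and *Hsd3b1* can be shared between these paralogs, so their values are uncertain.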

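Of 5 lists for mitochondrial formation and function, counting the TCA cycle list given above, 2 were past the threshold in HFD versus LFD mice. The beta-oxidation list was higher in 23 of its 28 genes, with a median log2 fold change of 0.27 (adjusted p = 7.91e-06 by camera), and all 4 HFD mice had a higher mean of the list than every LFD mouse. The mitochondrial biogenesis list rose in 18 of 30 genes, by a median of 0.048 (adjusted p = 0.264 by camera), and 1 HFD mouse was above all LFD mice. The mitochondrial envelope list was higher in 94 of 183 genes, with a median of 0.0038 (adjusted p = 0.238 by camera). This list passed the threshold in a ranked test in which genes were ordered by signed −log10 p (adjusted p = 0.0275 by fgsea) and without HFD replicate 1 (adjusted p = 0.0227 by camera), and its direction reversed without LFD replicate 5 (0.849). Oxidative phosphorylation genes, which include the respiratory electron transport chain, were lower in HFD mice by camera. Their median log2 fold change was -0.056, and 37 of 95 genes were higher, with the same adjusted p as the biogenesis list. The direction of the oxidative phosphorylation list depended on single mice, since it reversed in 2 of the 8 fits that left out 1 mouse. It passed the threshold, as lower in HFD mice, in 3 of the other 6, with the lowest adjusted p, 0.0063 by camera, without LFD replicate 5. From the lipidome together with these transcriptional data, the paper concludes that obesity goes along with enhanced PUFA synthesis, higher FADS2 expression, and transcription that favors PUFA metabolism and mitochondrial bioenergetics in the adrenal cortex.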

In summary, these findings demonstrate that HFD-induced obesity is associated with lipidomic transformation of the adrenal gland, particularly enhanced PUFA synthesis, increased FADS2 expression, and transcriptional changes promoting increased PUFA metabolism and mitochondrial bioenergetics in the adrenal cortex. A particularly abundant PUFA in adrenal PC and PE is ARA (Fig. 2, E and F). ARA was previously shown to promote steroidogenesis and potentially be required for cholesterol import into mitochondria (*26*, *27*). We found that FADS2 is required for the incorporation of ARA acyl chains in mitochondrial PC and PE (Fig. 1D). Hence, we tested whether ARA supplementation can counteract the inhibitory effect of FADS2 inhibition on steroidogenesis. ARA increased progesterone, 11-deoxycorticosterone, and corticosterone production in primary adrenocortical cells treated with SC-26196 (Fig. 2N). The fact that ARA only partially restored steroidogenesis could be due to insufficient lipidomic remodeling achieved by ARA supplementation under the used experimental conditions or may indicate the requirement of additional PUFAs for full restorage of steroidogenesis under FADS2 inhibition. Overall, these data imply that intra-adrenal FADS2-dependent ARA synthesis is required for adrenocortical steroidogenesis.

### Medulla-derived PUFAs promote adrenocortical steroidogenesis

The adrenal gland consists of the medulla and the cortex. Early reports showed that chromaffin (medullary) cells may release ARA (*28*). We asked whether FADS2-mediated PUFA synthesis in the medulla could influence adrenocortical steroidogenesis. *Fads2* expression in the adrenal medulla increased with obesity (Figs. 2D and 3A). In addition, free LA (C18:2 n-6) and ARA were increased in the medulla of obese compared to lean animals (Fig. 3B). In addition, free ARA was the most abundant free fatty acid (FFA) in the supernatant of medulla organ cultures (Fig. 3C). Together with our finding that ARA supplementation increased steroidogenesis in adrenocortical cells (Fig. 2N), these data suggest that ARA may mediate a medulla-cortex interaction promoting adrenocortical steroidogenesis.

**Fig. 3.**
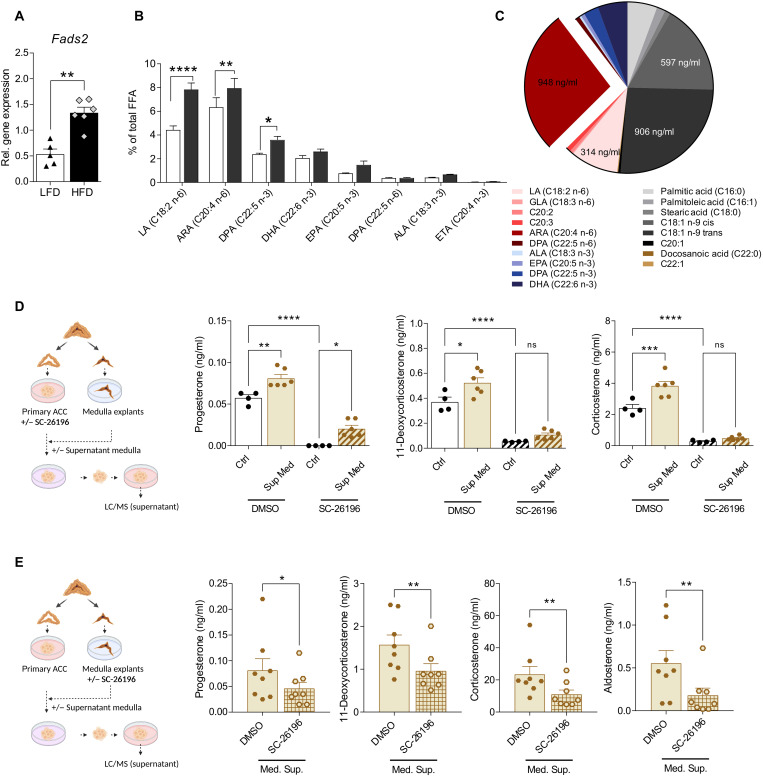
Medulla-derived PUFAs promote adrenocortical steroidogenesis. (**A**) Relative *Fads2* expression in the adrenal medulla of mice fed for 20 weeks a LFD or HFD (*n* = 5 to 6 mice per group). *Tbp* was used as a housekeeping gene. (**B**) FFA were measured in the adrenal medulla of mice fed for 20 weeks a LFD or HFD by HPLC-MS (*n* = 3 mice per group). Results are presented as % of total FFA. (**C**) FFA measured in the supernatants of adrenal medulla explants kept for 18 hours in 100 μl of medium. Results are presented as % of total FFAs (*n* = 4). (**D**) Adrenocortical cells were treated for 6 hours with SC-26196 (10 μM) or DMSO and then received medulla explant–conditioned or control medium for another 18 hours. Steroids were measured in the adrenocortical cell supernatant by LC-MS/MS (*n* = 4 to 6). (**E**) Adrenal medulla explants were treated for 6 hours with SC-26196 (10 μM) or DMSO, washed thoroughly, and left another 18 hours in culture. Their supernatant was then applied on adrenocortical cell cultures, and 8 hours later, adrenocortical cell supernatants were collected and analyzed by LC-MS/MS (*n* = 8). Data in (A), (B), (D), and (E) are shown as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. ns, not significant.

To investigate how PUFAs from chromaffin cells may affect steroidogenesis in adrenocortical cells, we applied supernatants from medulla explants onto primary adrenocortical cell cultures. Medulla-conditioned supernatants increased progesterone, 11-dehydrocorticosterone, and corticosterone production in primary adrenocortical cultures compared to control medium (Fig. 3D). This effect was attenuated when medulla explants were treated with the FADS2 inhibitor SC-26196, underscoring the importance of medullar PUFA synthesis in the medulla-cortex interaction (Fig. 3E). However, treatment of adrenocortical cells with SC-26196 diminished steroid synthesis in cells receiving medulla-conditioned medium (Fig. 3D), suggesting that despite the fact that adrenocortical cells may take up medulla-deriving PUFA, it is mainly endogenous synthesis of PUFA in adrenocortical cells, which is required for steroidogenesis.

### FADS2 inhibition reduces corticosteroid levels in obese mice

To validate the role of FADS2 in adrenocortical steroidogenesis in obesity, we treated HFD mice with the FADS2 inhibitor SC-26196 and assessed corticosteroid production. WT C57BL/6J mice were fed for 8 weeks a HFD and another 8 weeks with HFD containing or not SC-26196 (0.625 g/kg; corresponding to approximately 100 mg/kg of animal weight) (Fig. 4A). We decided to determine corticosteroid levels at two different time points, i.e., 3 and 6 weeks after SC-26196 treatment start, during the course of the HFD feeding in hair, instead of plasma, since hair cutting causes minimal stress to mice compared to blood retrieval (Fig. 4A). Notably, corticosteroid levels in newly grown hair (2 to 3 mm above the skin) reflect the cumulative corticosteroid production over a period of 3 to 4 weeks (*29*, *30*). Already at 3 weeks after SC-26196 treatment start, levels of 11-dehydrocorticosterone in newly grown hair were reduced in HFD mice receiving the inhibitor compared to control mice (fig. S3A). 11-Dehydrocorticosterone is the inactive form of corticosterone, which is converted to the latter by 11β-HSD1 in tissues (*31*). Hence, reduced availability of 11-dehydrocorticosterone can lead to lower (active) corticosterone levels in tissues (*31*). At 6 weeks after SC-26196 treatment start, both 11-dehydrocorticosterone and corticosterone levels were reduced in the hair of mice receiving the FADS2 inhibitor compared to control mice (Fig. 4B). Lower corticosteroid production associated with reduced free PUFA, including ARA, levels in the adrenal glands of SC-26196 treated mice (Fig. 4C). Glucose tolerance was not affected by treatment of mice with SC-26196 (fig. S3B). These findings demonstrate that FADS2 inhibition in established obesity can alter the PUFA content of the adrenal glands and down-regulate adrenocortical steroidogenesis.

**Fig. 4.**
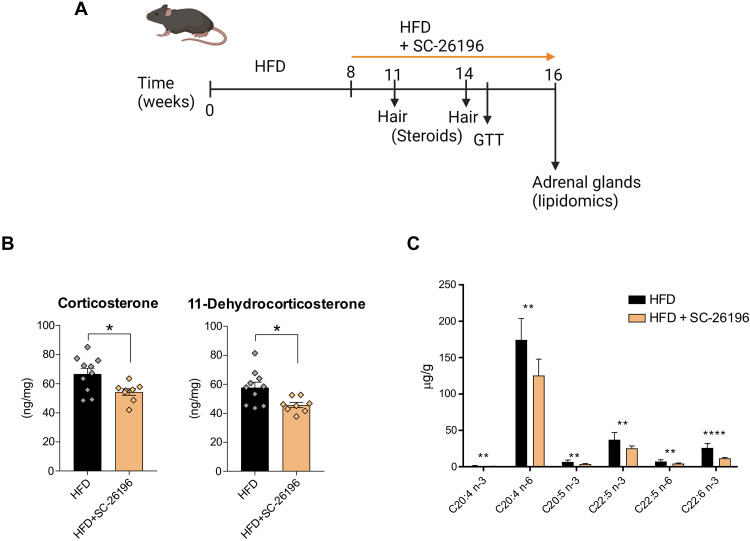
FADS2 inhibition reduces corticosteroid levels in obese mice. (**A**) Schematic representation of the experimental setup. (**B**) Corticosterone and 11-dehydrocorticosterone levels were determined by LC-MS/MS at feeding week 14 in hair of HFD mice receiving or not for 6 weeks SC-26196. Steroid concentrations were normalized to hair weight (B). (**C**) FFA were measured by HPLC-MS in the adrenal glands of mice fed a HFD with or without SC-26196 (*n* = 8 to 10 mice per group). Data are presented as mean ± SEM, *P < 0.05; **P < 0.01; ****P < 0.0001.

### Dietary supplementation with icosapent ethyl reduces corticoid levels in obese mice

To further elaborate on the requirement of FADS2-dependent PUFA synthesis for adrenocortical steroidogenesis, we asked whether enhanced activation of the FADS2-ARA axis can be regulated by dietary interventions. In general, increased intake or elevated blood levels of omega-3 lipids are associated with health benefits, while an omega-6/omega-3 imbalance is a risk factor for chronic disease (*32*, *33*). Icosapent ethyl, a highly purified and stable EPA ethyl ester, is approved as an adjunct to diet to reduce triglyceride, non–high-density lipoprotein (HDL) and apolipoprotein B levels and to lower the risk of cardiovascular events in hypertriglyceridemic patients, as shown by the recent Reduction of Cardiovascular Events with Icosapent Ethyl–Intervention Trial and other clinical studies (*34*–*36*). We therefore asked whether dietary supplementation with icosapent ethyl can lower corticosterone and aldosterone levels in mice with diet-induced obesity. To this end, WT C57BL/6J mice were fed for 10 weeks a HFD and another 10 weeks with HFD containing or not icosapent ethyl (1.125 g/kg; corresponding to approximately 180 mg/kg of animal weight) (Fig. 5A). Icosapent ethyl treatment did not alter the body weight gain, glucose, or insulin tolerance of HFD mice (fig. S4, A to C). Lipidomic analysis in the adrenal glands of these mice showed increased EPA incorporation in the phospholipids of icosapent ethyl–treated mice, as well as higher DHA and lower omega-6 DPA levels in adrenal phospholipids (Fig. 5B). Accordingly, free EPA, omega-3 DPA, and DHA were increased, and free omega-6 DPA was decreased in the adrenal glands of mice receiving icosapent ethyl (Fig. 5C). Moreover, analysis of lipid mediators (oxylipins) showed reduced prostaglandin D2 and thromboxane B2 levels in the adrenal glands of icosapent ethyl–treated mice (Fig. 5D). Hence, dietary supplementation with icosapent ethyl in obesity transforms the adrenal lipidome toward increased omega-3 lipid content and reduced levels of proinflammatory lipid mediators.

**Fig. 5.**
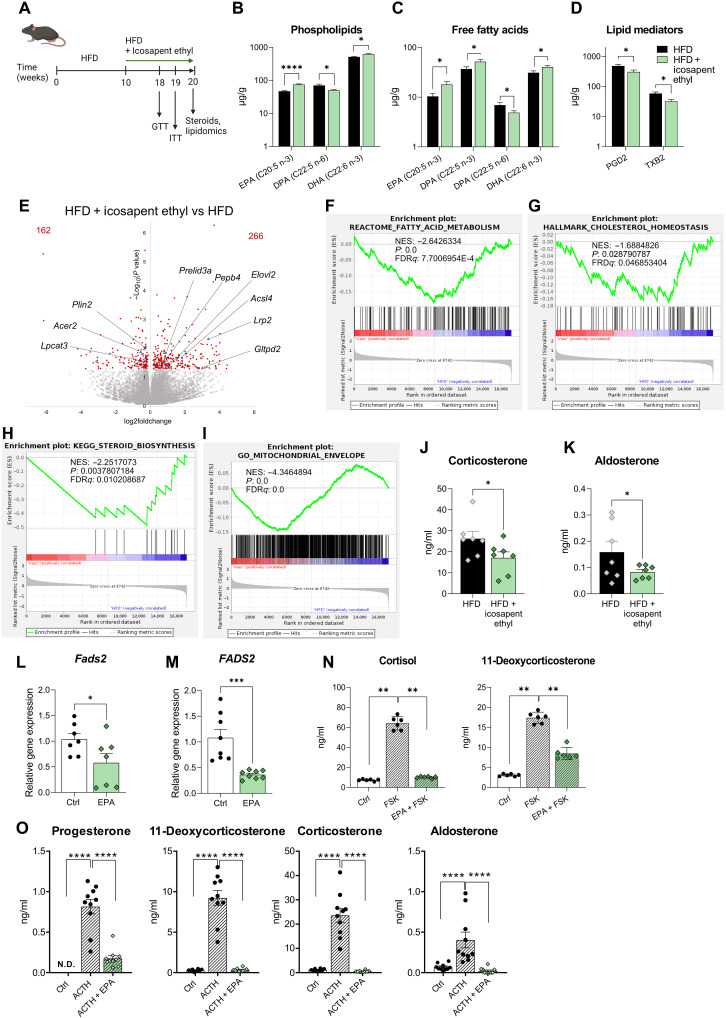
Dietary supplementation with icosapent ethyl reduces corticoid levels in obese mice. (**A**) Schematic representation of the experimental setup. (**B** to **D**) Acyl chains of phospholipids (B), FFA (C), and lipid mediators (D) were measured by HPLC-MS in the adrenal glands of mice fed a HFD with or without icosapent ethyl (*n* = 7 mice per group). (**E**) Volcano plot based on RNA-seq data in the adrenal cortex of mice, which received HFD supplemented with icosapent ethyl versus mice fed a HFD without icosapent ethyl (*n* = 4 mice per group). (**F** to **I**) GSEA analysis for genes related to fatty acid metabolism, cholesterol homeostasis, steroid biosynthesis, and mitochondrial envelope formation (*n* = 4 mice per group). (**J** and **K**) Corticosterone and aldosterone plasma levels in mice, which received HFD without and with icosapent ethyl, measured by LC-MS/MS (*n* = 7 mice per group). (**L** and **M**) Primary CD31^−^CD45^−^ adrenocortical cells (L) and NCI-H295R cells (M) were treated with 66 μM EPA for 18 or 48 hours, respectively, and *Fads2* expression was determined by qPCR using 18*S* expression as a housekeeping gene [*n* = 7 in (L) and *n* = 8 in (M)]. (**N**) NCI-H295R cells were treated for 48 hours with 66 μM EPA and stimulated or not with forskolin (FSK;1 μM) in the last 24 hours. Steroids were measured in the culture supernatant by LC-MS/MS (*n* = 6). (**O**) Primary adrenocortical cells were treated for 18 hours with 66 μM EPA and stimulated or not with ACTH (10 ng/ml). Steroids were measured in the culture supernatant by LC-MS/MS (*n* = 10). Data in (B) to (D) and (L) and (M) are presented as mean ± SEM, data in (N) and (O) as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. N.D., not determined.

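In the icosapent ethyl experiment, RNA of the adrenal cortex was sequenced in 4 mice that were fed a HFD for 20 weeks and received icosapent ethyl, at 1.125 g/kg of diet, in the last 10 of them. They were compared with the same 4 HFD mice as in the comparison with LFD. The authors made and deposited the counts in the same way. Counts on genes summed to between 34785979 and 67295963 per icosapent ethyl–treated mouse, with a median of 43573101.5, so the depth differed more within this group than in the HFD group. Mice of both groups carry the replicate numbers 1 to 4. After filtering, 15913 genes were tested. No gene had an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the lowest adjusted p was 0.9997. At an unadjusted p below 0.05, 221 genes differed, 107 higher and 114 lower, against 796 that chance gives. The 2 groups did not overlap in 174 genes (1.09%, against 2.86% by chance). The alternative that moved the count most among those set in advance was DESeq2's Wald test, with 7 genes (5 higher and 2 lower). With the replicate number as a block, the count at an adjusted p below 0.05 stayed at 0, and 696 genes had an unadjusted p below 0.05. Counts were simulated for 4 against 4 mice with 15909 genes, the number tested in HFD versus LFD mice. The levels, spread, and library sizes were those of the HFD and LFD mice. On these, the test recovered 90 of 200 genes changed by a factor of 2 (45%), with 8 unchanged genes. Each gene was drawn independently, without deviations that genes share within a mouse. The share recovered in icosapent ethyl–treated versus HFD mice was therefore not measured.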

The lipidomic alterations caused by icosapent ethyl dietary supplementation were accompanied by transcriptional changes in the adrenal cortex, as shown by RNA-seq, with 266 genes being up- and 162 genes being down-regulated (Fig. 5E). 

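Fig. 5E names 9 lipid metabolism–associated genes, and 6 of them had enough counts to be tested. None had an adjusted p below 0.05 over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6 of 6 shared the lowest adjusted p of the comparison. Adjusted over the list alone, 5 of the 6 had a p below 0.05, which is not independent evidence because the study chose the list on these samples. *Acer2* (ENSMUSG00000038007, chromosome 4 from 86874396 to 86934822, plus strand) was at 32.8 ± 4.97 CPM in HFD and 22.6 ± 3.85 CPM in icosapent ethyl–treated mice (SD, n = 4 each), a log2 fold change of -0.54 (SE 0.16), and 3 of 4 treated mice were below every HFD mouse. *Plin2* (ENSMUSG00000028494, chromosome 4 from 86648386 to 86670060, minus strand) was lower in all 4 treated mice than in any HFD mouse, at 367 ± 38.7 against 442 ± 21.2 CPM (log2 fold change -0.27, SE 0.089). *Lpcat3* (ENSMUSG00000004270, chromosome 6 from 124663027 to 124704418, plus strand) went from 106 ± 17.3 to 83.2 ± 8.39 CPM (-0.35, SE 0.14), with 3 of 4 treated mice below the HFD range. *Elovl2* (ENSMUSG00000021364, chromosome 13 from 41182381 to 41220405, minus strand) was barely expressed, with 9 to 29 counts per mouse. Its CPM was 0.258 ± 0.0729 in HFD and 0.449 ± 0.0860 in treated mice, without overlap (log2 fold change 0.81, SE 0.29). *Prelid3a* (ENSMUSG00000024530, chromosome 18 from 67464866 to 67479835, plus strand), with 10 to 40 counts per mouse, rose by 0.90 (SE 0.34). *Acsl4* (ENSMUSG00000031278, chromosome X from 142317993 to 142390535, minus strand) was at 607 ± 139 CPM in treated mice and was lower than in HFD mice, with a log2 fold change of -0.29 (SE 0.20). Of the treated mice, 2 of 4 were below every HFD mouse, and the direction held in all 8 fits that left out 1 mouse. The log2 fold changes of the other 5 tested genes also kept their direction in these fits. *Pebp4* (ENSMUSG00000022085, chromosome 14 from 69840420 to 70059918, plus strand), *Lrp2* (ENSMUSG00000027070, chromosome 2 from 69424340 to 69586065, minus strand), and *Gltpd2* (ENSMUSG00000046811, chromosome 11 from 70519196 to 70520736, plus strand) had at most 16, 20, and 3 counts in any mouse of the 2 groups and were not tested. *Fads2* was at 1075 ± 463 CPM in treated mice, a log2 fold change of -0.55 against HFD mice (SE 0.39). It kept its direction in the 8 fits that left out 1 mouse, from -0.86 without icosapent ethyl replicate 4 to -0.35 without icosapent ethyl replicate 2, but was within the spread between mice.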

Among the differentially expressed genes, several lipid metabolism–associated genes, such as *Acsl4* and *Elovl2*, were up-regulated, while others, such as *Plin2* and lysophosphatidylcholine acyltransferase 3 (*Lpcat3*), were down-regulated (Fig. 5E). GSEA analysis showed negative enrichment of genes related to fatty acid metabolism, cholesterol homeostasis, and steroid biosynthesis in the adrenal cortex of icosapent ethyl–treated mice (Fig. 5, F to H), pathways which were up-regulated in the adrenal cortex of HFD compared to LFD mice (Fig. 2, J to L). In addition, genes related to mitochondrial envelope formation, respiratory electron transport, oxidative phosphorylation, and TCA cycle were negatively enriched in the adrenal cortex of icosapent ethyl–receiving mice (Fig. 5I and fig. S4, D to F), again standing in stark contrast to the up-regulation of these pathways in the adrenal glands of HFD versus LFD mice (Fig. 2M and fig. S2, M to P). 

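With the same test, 3 of the 10 gene lists were past the threshold in icosapent ethyl–treated versus HFD mice, and all 3 were lower. The cholesterol homeostasis list was higher in 16 of 55 genes, with a median log2 fold change of -0.083, and the sterol biosynthesis list in 1 of 14 genes, with a median of -0.23. In both, the adjusted p was 0.0377 by camera. The fatty acid metabolism list was not past the threshold, with 12 of 36 genes higher and a median of -0.040 (adjusted p = 0.190 by camera). The list for biosynthesis of unsaturated fatty acids had a median of -0.083, with 7 of 26 genes higher, and the same adjusted p. In the steroid hormone synthesis list, 0 of 15 genes were higher and none had an unadjusted p below 0.05 in edgeR's test. Its median was -0.14 (adjusted p = 0.0674 by camera), and it passed the threshold with the replicate number as a block (adjusted p = 0.011 by camera). Few mice set these lists apart. Only 1 of 4 treated mice had a mean of the cholesterol homeostasis list below every HFD mouse, and 0 of 4 for sterol biosynthesis or fatty acid metabolism. Both calls were lost in 5 of the 8 fits that left out 1 mouse, with adjusted p up to 0.82 by camera without HFD replicate 3 for cholesterol homeostasis. No call held under fry (adjusted p = 0.956) or with an estimated inter-gene correlation (adjusted p = 0.866). The log2 fold changes of *Star* (-0.14, SE 0.37), *Cyp11a1* (-0.18, SE 0.17), *Cyp11b1* (-0.11, SE 0.17), and *Cyp11b2* (-0.31, SE 0.20) were small against the spread between mice, with no unadjusted p below 0.05.

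**Figure D3:**
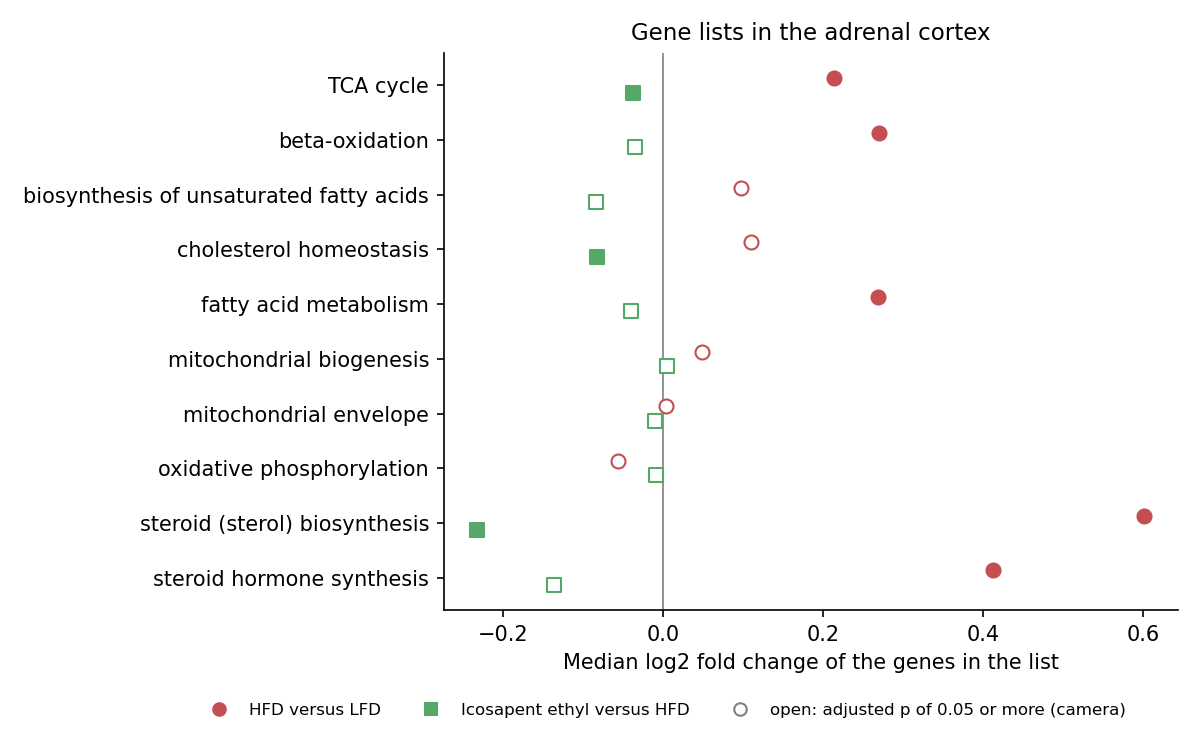
Median log2 fold change of the genes of 10 lists in HFD versus LFD mice (circles) and in icosapent ethyl–treated versus HFD mice (squares), on a linear axis, with 4 mice per group. Filled symbols had an adjusted p below 0.05 by camera with the preset correlation: 5 lists in HFD versus LFD mice, all higher, and 3 in icosapent ethyl–treated versus HFD mice, all lower.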

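Of these pathways, the TCA cycle list was past the threshold, at the adjusted p of the sterol list, although its median log2 fold change was only -0.038 and 0 of its 29 genes had an unadjusted p below 0.05 in edgeR's test, with 6 of 29 genes higher. For this list, 1 of 4 icosapent ethyl–treated mice had a mean below every HFD mouse, and the call was lost in 5 of the 8 fits that left out 1 mouse. The mitochondrial envelope list was near 0, with a median of -0.010 and 83 of 183 genes higher (adjusted p = 0.615 by camera). The oxidative phosphorylation list, which includes the respiratory electron transport chain, had 46 of 95 genes higher, a median of -0.0095, and an adjusted p of 0.965 by camera. The sign of its camera statistic was positive, and it reversed with DESeq2's size factors, with all 12 mice in 1 fit, with the replicate block, and in 3 of the 8 fits that left out 1 mouse. The direction of the envelope list also reversed in 3 of those 8 fits. The beta-oxidation list was not past the threshold either, with 10 of 28 genes higher, and reversed in 3 of them, and neither was mitochondrial biogenesis (16 of 30 genes higher). The paper sets the negative enrichment of these gene sets against their up-regulation in HFD versus LFD mice, and in its discussion states that the changes under icosapent ethyl were opposite to those of the HFD.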

Icosapent ethyl dietary supplementation reduced corticosterone and aldosterone plasma levels in obese mice (Fig. 5, J and K) without altering ACTH plasma levels (fig. S4G). These data collectively demonstrate that dietary administration of icosapent ethyl in obesity reduces adrenocortical steroidogenesis in an HPA axis–independent fashion. Instead, it is associated with lipidomic and transcriptional reprograming of the adrenal cortex, suggesting an intra-adrenal regulation of corticosteroid production. In support of these findings, EPA treatment down-regulated *FADS2* (Fig. 5, L and M) and reduced steroidogenesis in forskolin-stimulated NCI-H295R cells (Fig. 5N) and ACTH-stimulated primary adrenocortical cells (Fig. 5O), further substantiating that FADS2 determines adrenocortical hormone production.

### FADS2 deficiency perturbs adrenal gland function

To further confirm the role of the FADS2-dependent PUFA synthesis in adrenocortical function, we used *Fads2* knockout (*Fads^−/−^*) mice, which were kept for 10 weeks under a diet with low or high PUFA concentration (Fig. 6A and table S4). FADS2 deficiency was verified in the adrenal gland at mRNA and protein level (Fig. 6, B and C). Adrenal glands from *Fads2^−/−^* mice did not show any obvious abnormalities in size or macroscopic structure compared to littermate WT mice fed a PUFA-rich or low-PUFA diet (fig. S5A). However, progesterone, corticosterone, and aldosterone plasma concentrations were reduced in *Fads2^−/−^* mice fed the low-PUFA diet but not in mice fed the PUFA-rich diet (Fig. 6D). Reduced corticosteroid production was not due to reduced ACTH levels, i.e., WT and *Fads2^−/−^* mice fed with either diet displayed similar ACTH plasma levels (fig. S5B). In accordance, StAR expression was reduced in *Fads2^−/−^* mice, which were kept under low-PUFA diet but not in mice fed the PUFA-rich diet (Fig. 6E). Expression of other steroidogenic genes (*Cyp11a1*, *3*β*-Hsd2*, *Cyp11b1*, and *Cyp11b2*) was not affected by FADS2 deficiency (fig. S5C).

**Fig. 6.**
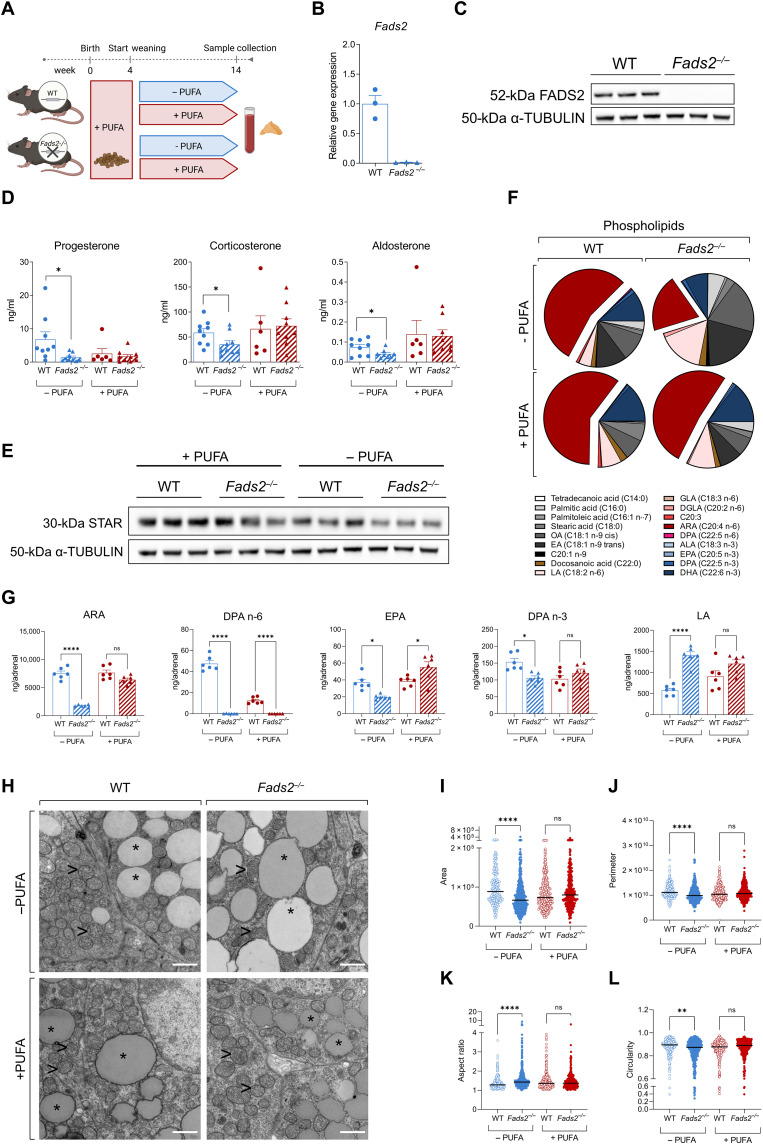
FADS2 deficiency perturbs adrenal gland function. (**A**) Scheme demonstrating the experimental setup. (**B** and **C**) FADS2 deletion efficiency in *Fads2^−/−^* mice. FADS2 expression was determined in adrenal glands of WT and *Fads2^−/−^* mice by qPCR using *Tbp* expression as a housekeeping gene (B) and Western blot using α-Tubulin as a loading control (C) (*n* = 3 mice per group). (**D**) Progesterone, corticosterone, and aldosterone levels in the plasma of WT and *Fads2^−/−^* mice fed a low-PUFA or PUFA-rich diet (*n* = 6 to 9 mice per group). (**E**) Western blot for StAR in adrenal glands of WT and *Fads2^−/−^* mice fed a low-PUFA or PUFA-rich diet. α-Tubulin was used as a loading control (*n* = 3 mice per group). (**F** and **G**) Acyl chain composition of phospholipids in the adrenal gland of WT and *Fads2^−/−^* mice fed a low-PUFA or PUFA-rich diet (*n* = 6 mice per group). Results are presented as % of all phospholipidic acyl chains (F) and as ng per adrenal gland (G). OA, oleic acid; EA, elaidic acid. (**H**) Representative electron microscopy images of adrenocortical cells; adrenal glands of two WT and two *Fads2^−/−^* mice fed a low-PUFA and 1 WT and 1 *Fads2^−/−^* mice fed a PUFA-rich diet were imaged (magnification 6,800x). Scale bars, 1 μM. Asterisks (*) depict lipid droplets, and arrowheads (>) depict mitochondria. (**I** to **L**) Quantification of mitochondrial area (I), perimeter (J), aspect ratio (K), and circularity (L) in WT and *Fads2^−/−^* mice fed a low-PUFA or PUFA-rich diet (in total, 198 to 429 mitochondria were quantified in two WT and two *Fads2^−/−^* mice fed a low-PUFA and one WT and one *Fads2^−/−^* mice fed a PUFA-rich diet). Data in (B), (D), and (G) are shown as means ± SEM. *P < 0.05; **P < 0.01; ****P < 0.0001.

As outlined above, FADS2-mediated ARA synthesis is crucial for adrenal steroidogenesis. Lipidomic analysis showed that ARA abundance in adrenal phospholipids of WT mice was not affected by feeding with the low-PUFA diet (Fig. 6, F and G), suggesting that the ARA content in adrenal phospholipids is not affected by dietary ARA uptake when FADS2 is expressed. However, in *Fads2^−/−^* mice fed the low-PUFA diet the ARA content in adrenal phospholipids was strongly reduced compared to WT mice fed the same diet but not in mice fed a PUFA-rich diet (Fig. 6, F and G, and table S5). DPA (C22:5 n-6) levels in phospholipids were also diminished in the adrenal glands of *Fads2^−/−^* mice independently of the diet (Fig. 6, F and G, and table S5). The levels of EPA and DPA (C22:5 n-3) were reduced in the adrenal glands of FADS2-deficient mice receiving a low-PUFA diet (Fig. 6, F and G), although to a lesser extent than the omega-6 fatty acids ARA and DPA (C22:5 n-6), suggesting that FADS2 may rather promote the synthesis of omega-6 fatty acids. In accordance, the PUFA precursor LA increased in the adrenal glands of *Fads2^−/−^* mice fed the low-PUFA diet presumably due to its diminished use for PUFA synthesis (Fig. 6, F and G).

Moreover, adrenocortical cells of *Fads2^−/−^* mice fed the low-PUFA diet had larger lipid droplets compared to WT mice receiving the same diet, as shown by electron microscopy (Fig. 6H and fig. S5D). This stands in accordance with the observed reduced steroid hormone production (Fig. 6D); hence, the attenuated use of CE for steroidogenesis, which are thus accumulating in cells forming larger lipid droplets. Adrenocortical cells of *Fads2^−/−^* mice fed the low-PUFA diet also displayed fewer, smaller, and less circular mitochondria (Fig. 6, H to L), indicating perturbed mitochondrial function, thus standing in agreement with impaired steroidogenesis. Together, these data further indicate that FADS2-dependent PUFA synthesis determines the lipidomic landscape, mitochondrial structure, lipid droplet load, and steroidogenesis in adrenocortical cells.

### *FADS2* expression correlates with the expression of steroidogenic genes in the human adrenal gland and is increased in aldosterone-producing adenomas

To validate the significance of our findings in the human adrenal gland, we mined the public GEPIA2 database (http://gepia2.cancer-pku.cn/#index) (*37*) for steroidogenic genes and analyzed their expression in correlation with the expression of *FADS2*. *FADS2* expression positively correlated with the expression of *STAR*, *VDAC1, CYP11A1*, Steroidogenic Factor-1 (*SF-1*), and protein kinase A (PKA) catalytic subunit A (*PRKACA*) in the human adrenal gland (fig. S6, A to E). VDAC1 interacts with StAR at the OMM, facilitating cholesterol transport into mitochondria (*38*). CYP11A1 catalyzes the side-chain cleavage reaction, which is the first step of steroidogenesis generating pregnenolone (*39*). *PRKACA* mediates PKA activation, which triggers steroidogenesis, and is involved in adrenocortical pathologies with ACTH-independent hypercortisolism, such as adrenocortical adenomas, carcinomas, or bilateral adrenocortical hyperplasias (*40*). *SF-1* is the major regulator of steroidogenesis-related genes (*41*). The correlation of the expression of *FADS2* with the expression of genes that play a critical role in the initiation of steroidogenesis in the human adrenal gland underscores the relevance of our findings. On the basis of GEPIA2 data, *FADS2* also positively correlates with *SF-1* and *PRKACA* expression in adrenocortical carcinoma (fig. S6, F and G).

Along this line, we investigated the changes in *FADS2* expression in human adrenal tumors. *FADS2* expression was analyzed in nontumorous adrenocortical tissue, nonfunctioning adrenocortical adenomas (hormonally inactive), and aldosterone-producing adenomas (Conn adenomas) and was found to be significantly higher in aldosterone-producing adenomas compared to both, nontumorous adrenocortical tissue and nonfunctioning adenomas (Fig. 7A). Notably, *FADS2* expression was also elevated in hormonally inactive tumors compared to nontumorous adrenocortical tissue (Fig. 7A), suggesting a potential role of FADS2 in adrenocortical tumorigenesis. Increased *FADS2* expression in Conn adenomas was associated with enhanced pre-operative aldosterone levels in these patients compared to patients of the two other groups (Fig. 7B). In addition, *FADS2* expression positively correlated with *STAR* expression in aldosterone- and cortisol-producing adrenocortical adenomas (Fig. 7C). These data collectively support that FADS2 is not only required for steroidogenesis in the human adrenal gland but may also promote increased steroid production in adrenocortical adenomas.

**Fig. 7.**
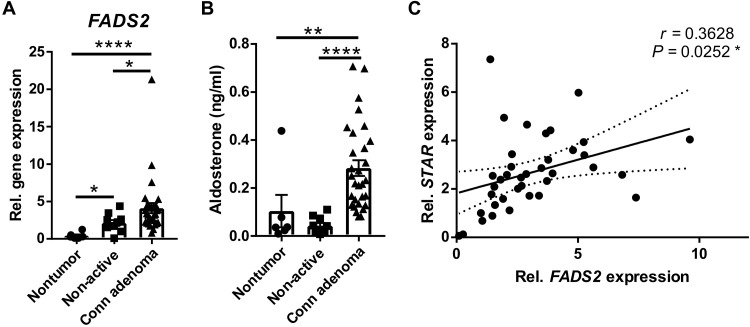
*FADS2* expression is increased in aldosterone-producing adenomas. (**A**) *FADS2* expression was determined in nontumorous adrenocortical tissue from pheochromocytoma patients (*n* = 6 patients), non-active adenomas (*n* = 10 patients), and aldosterone-producing adenomas (Conn adenomas) (*n* = 30 patients) by qPCR using 18*S* as a housekeeping gene. (**B**) Pre-operative aldosterone plasma levels in the same patients as in (A) were measured by LC-MS/MS. (**C**) Correlation of *FADS2* with *STAR* expression in aldosterone- and cortisol-producing adrenocortical adenomas from 30 and 7 patients, respectively. *FADS2* and *STAR* expression was determined by qPCR using 18*S* as a housekeeping gene. Data in (A) and (B) are presented as mean ± SEM. *P < 0.05; **P < 0.01; ****P < 0.0001

## DISCUSSION

Chronically elevated cortisol levels can have deleterious consequences, including disturbed lipid and glucose metabolism, immunodeficiency, and neurological disorders (*3*, *22*). Increased aldosterone levels promote hypertension and increase the risk of cardiovascular disease (*1*). Moderately elevated corticoid levels in obese subjects contribute to complications such as insulin resistance and hypertension and can thus substantially affect life quality but are rarely treated (*4*, *7*, *8*). The mechanisms underlying derailed adrenocortical hormone production in obesity are incompletely understood. Here, we investigated to which extent the lipidomic landscape of the adrenal gland affects its steroidogenic function. We analyzed the adrenal lipidome of lean and obese mice and found that a high content of phospholipids in longer and more unsaturated lipids is associated with increased steroidogenesis in obese mice. ARA is a particularly abundant acyl chain in adrenal phospholipids and is increased with obesity. We identified FADS2, the rate-limiting enzyme for PUFA synthesis, as a key determinant for the adrenal lipidome and steroidogenic function. FADS2 is highly expressed in the adrenal gland compared to other tissues and increases in the adrenal gland of obese animals. Moreover, we propose that not only adrenocortical FADS2-mediated ARA synthesis but also medulla-derived ARA may affect adrenocortical steroidogenesis.

The importance of the FADS2-ARA axis for steroidogenesis was validated in *Fads2^−/−^* mice, which displayed lower corticosterone and aldosterone plasma levels compared to WT littermates when receiving for 10 weeks a low-PUFA diet, while corticoid levels were restored by a PUFA-rich diet. In accordance, adrenocortical cells in *Fads2^−/−^* mice fed a low-PUFA diet had larger lipid droplets and disturbed mitochondria. Along the same line, in vitro treatment of adrenocortical cells with SC-26196, a FADS2 inhibitor, potently reduced the abundance of PUFA, including ARA acyl chains of mitochondrial phospholipids, mainly PC and PE. These are the most abundant phospholipids in all cellular membranes including mitochondrial membranes (*14*, *15*) and important stores of ARA residues (*42*–*44*). FADS2 inhibition also reduced the mitochondrial membrane potential, oxygen consumption, and mitochondrial cholesterol uptake and diminished steroidogenesis, which was partially reversed by ARA supplementation. ARA was previously reported to be required for steroidogenesis and high amounts of arachidonic cholesterylesters are found in rat adrenal glands (*27*, *45*). However, our study suggests that the phospholipidomic landscape and the ARA content of mitochondria specifically determines steroidogenesis. On the basis of our findings, we hypothesize that the PUFA content of phospholipids assembling the mitochondrial membrane is critical for proper mitochondrial membrane potential and bioenergetics, which is pivotal for cholesterol transport into mitochondria and steroidogenesis (*10*, *16*–*19*).

Abundance of long-chain PUFA in phospholipids constructing phospholipid layers increases membrane fluidity, in contrast to saturated fatty acids, which make membranes more rigid (*46*, *47*). In turn, membrane fluidity can determine enzymatic activity and secretory functions (*46*–*49*). Steroid hormones are rapidly synthesized from cholesterol through a cascade of enzymatic reactions taking place in the mitochondria and the ER (*10*). The activity of the enzymes involved in steroid biosynthesis depends on the membrane fluidity of these organelles (*50*, *51*). Along this line, our data suggest that FADS2 providing PUFA residues may increase membrane fluidity in adrenocortical cells thereby promoting steroidogenesis. In agreement with this hypothesis, FADS2-deficient female and male mice are sterile due to changes in the membrane fluidity of gonadal cells encompassing less PUFA acyl groups (*11*, *12*). Fertility of these mice is restored by dietary supplementation with ARA, EPA, and DHA (*11*, *52*). On the other hand, FADS2 deficiency was reported to lead to a noncanonical conversion of linoleate to eicosatrienoic acid (20:3 n-6), which substitutes ARA in phospholipids thereby critically changing the structure and function of ER and Golgi membranes (*53*). However, the precise mechanisms linking the mitochondrial lipidome with steroidogenesis in the adrenal gland remain to be elucidated.

Having found that the adrenal lipidome is integral to the regulation of steroidogenesis, we next asked whether it can be modulated in established obesity by FADS2 inhibition. Along this line, we demonstrate that administration of SC-26196 through the food reduced the PUFA content of the adrenal gland and down-regulated corticosteroid production in obese mice. We also asked whether the adrenal lipidome and corticoid production can be modulated by other dietary interventions. To this end, EPA was selected as a candidate dietary component. EPA together with DHA, i.e., the two main fish oil components used for food supplementation, was previously shown to reduce corticosterone levels and anxiety in rats subjected to restrained stress test (*54*). EPA and DHA supplementation also reduced cortisol saliva levels and perceived stress in abstinent alcoholics (*55*). In addition, EPA decreased serum cortisol levels in patients with major depression disorder (*56*). Hence, the concept of omega-3 fatty acid–mediated regulation of glucocorticoid levels is not new, but the underlying mechanisms remained little understood. Here, we fed mice with HFD for 10 weeks and another 10 weeks with HFD containing or not icosapent ethyl, a highly purified EPA ethyl ester (*36*). We chose to administrate icosapent ethyl instead of EPA or EPA with DHA, based on the findings of large clinical studies, which showed that icosapent ethyl alone lowered the risk of cardiovascular events, non-HDL cholesterol, and triglycerides in patients with established cardiovascular disease, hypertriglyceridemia, or diabetes (*34*–*36*). We demonstrate that icosapent ethyl food supplementation increased the omega-3 fatty acid content of the adrenal lipidome, instigated transcriptional changes in the adrenal cortex opposite to the ones evoked by HFD, which were associated to lipid metabolism, mitochondrial function and steroid biosynthesis, and reduced corticosterone and aldosterone plasma levels. Accordingly, EPA treatment of cultured adrenocortical cells reduced FADS2 expression and diminished forskolin-stimulated corticoid production, indicating that icosapent ethyl dietary supplementation may directly regulate the steroidogenic function of adrenocortical cells. 

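The direction of the transcriptional changes was compared across genes between HFD versus LFD mice and icosapent ethyl–treated versus HFD mice. Both comparisons use the HFD mice, which by itself makes their fold changes opposite. The 4 HFD mice were therefore split, with 2 mice used in each comparison, and the result was averaged over the 6 ways to split them. Across 16262 genes, the Spearman correlation of the log2 fold changes was -0.244, and it ranged from -0.524 to 0.027 over the splits, 5 of which were below 0. Genes are not independent replicates, so the labels of the 12 mice were permuted. In 182 of 1000 permutations the correlation was as low or lower (permutation test, one-sided, p = 0.183). With all 4 HFD mice in both comparisons, the correlation was -0.623, against a median of -0.463 in 50 simulations of unchanged groups (range -0.477 to -0.452) and -0.492 in the permutations (permutation p = 0.293, one-sided). An opposite direction was thus seen in most splits, but permuted mice gave values as low more often than 1 time in 20. The permutations also moved the LFD labels, so they did not keep the difference between the diets. They therefore cannot decide on icosapent ethyl alone.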

In agreement with these results, EPA was previously shown to down-regulate *FADS2* expression in THP-1 cells (*57*), 3T3-L1 adipocytes (*58*), and HepG2 hepatocytes (*59*). Hence, icosapent ethyl is likely to influence the lipidome of not only the adrenal gland but also several other tissues.

Last, to substantiate the role of FADS2 in the human adrenal gland, we analyzed its expression in adrenal nontumorous and tumorous tissue. We demonstrate that *FADS2* expression is higher in aldosterone-producing adenomas compared to nonfunctioning adenomas or nontumorous adrenocortical tissue and correlates with the expression of *STAR* in aldosterone- and cortisol-producing adenomas.

These data collectively demonstrate that FADS2 is a major regulator of steroidogenesis in the adrenal gland due to its key role in shaping the lipidomic landscape of adrenocortical cells. Moreover, our findings indicate that the adrenal lipidome can be modulated by icosapent ethyl dietary supplementation, which consequently influences corticoid production, thereby endorsing the evaluation of icosapent ethyl dietary supplementation as a means of regulation of cortisol and aldosterone levels in obese subjects. Last, our data indicate a clear correlation between FADS2 expression and steroidogenic capacity in the human adrenal gland and suggest that the role of FADS2–mediated lipidomic changes in adrenocortical tumorigenesis merits further investigation.

## MATERIALS AND METHODS

### Mice and in vivo experiments

The *Fads2^−/−^* mice were developed by Stroud *et al.* (*12*). The first 4 postnatal weeks female WT and *Fads2^−/−^* littermate mice were kept with their mothers and fed a PUFA-rich diet. After weaning at 4 weeks, they were kept for another 10 weeks on a PUFA-rich or low-PUFA diet. Composition of the diets is shown in table S4.

Six-weeks-old male WT C57BL/6J mice were fed for 20 weeks a LFD (D12450B) or a HFD (D12492) both from Research Diets, NJ, USA. In some experiments, WT C57BL/6J mice were fed for 8 weeks a HFD and for another 8 weeks a HFD supplemented with SC-26196 (Biorbyt Ltd.). SC-26196 was mixed in the HFD at a concentration of 625 mg/kg of diet corresponding to approximately 100 mg/kg of animal weight. In other experiments, WT mice were fed for 10 weeks a HFD and for another 10 weeks a HFD supplemented with icosapent ethyl (Vascepa). The content of Vascepa capsules was mixed by Research Diets with the diet at a concentration of 1.125 g/kg icosapent ethyl (corresponding to approximately 180 mg/kg of animal weight). Mice were weighed every week. Glucose and insulin tolerance tests were performed as previously described (*20*, *21*). Three to 5 mg of hair (2 to 3 mm close to the skin on the back of the mice) was cut while gently holding the mice without anesthesia.

At the end of the experiment, blood was collected retroorbitally in EDTA tubes, the mice were sacrificed by cervical dislocation, and organs were excised. Tissues were immediately snap-frozen or processed for cell isolation. For electron microscopy, mice were anesthetized with isoflurane and systemically perfused with 4% paraformaldehyde (PFA), 0.1% glutaraldehyde (GA), 0.1 M sodium phosphate buffer, or phosphate-buffered saline (PBS) (pH 7.4). Experiments were approved by the Landesdirektion Sachsen, Germany and the institutional animal care and use committee of Azabu University.

### Human samples

The study included retrospective data and biosamples from 53 patients who underwent surgery because of adrenal tumors, 10 patients with nonfunctional adenomas, 30 patients with aldosterone-producing adenomas (Conn adenomas), 7 with cortisol-producing adenomas, and 6 patients with pheochromocytoma. Patients were enrolled in the ENSAT and the NeoExNet registry studies and the prospective clinical trials, Prospheo/Muppet (https://muppet.eu/) and PMT-trial (pmt-study.pressor.org) in three tertiary centers in Germany: University Hospital Carl Gustav Carus, TU Dresden, University Hospital Wuerzburg, and University Hospital Munich, Ludwig-Maximilians-Universität München. The studies were approved by the Ethics Committees at the Medical Faculty of each University. All patients provided written informed consent. Measurements of steroids in plasma were performed using LC-MS/MS (*60*). Potential contamination with medulla tissue was excluded in all samples by examination of tyrosine hydroxylase (*TH*) and phenylethanolamine *N*-methyltransferase (*PNMT*) expression by quantitative polymerase chain reaction (qPCR). Among the limitations of the study design is that possible influences from antihypertensive medication interfering with the renin-angiotensin-aldosteron system were not considered in the analysis.

### Sorting of adrenocortical cell populations

Adrenal glands were isolated and cleaned from the surrounding fat tissue, and the adrenal cortex was separated from the medulla under a dissecting microscope. The cortex was collected in a digestion buffer, consisting of collagenase I and bovine serum albumin (BSA; both at 1.6 mg/ml concentration; Sigma-Aldrich) dissolved in PBS, and digested for 25 min at 37°C while shaking at 900 rpm. Dissociated cells were passed through a 22-G needle and then a 100-μm cell strainer and centrifuged at 300*g* for 5 min at 4°C. Cells were then washed in MACS buffer (0.5% BSA and 2 mM EDTA in PBS), and endothelial cells (CD31^+^) and leukocytes (CD45^+^) were sequentially positively selected using CD31 and CD45 MicroBeads (Miltenyi Biotec), respectively, according to manufacturer’s instructions. Briefly, pelleted cells were resuspended in 190-μl MACS buffer, mixed with 10-μl CD31 MicroBeads, incubated for 15 min at 4°C, washed with 2-ml MACS buffer, and centrifuged at 300*g* for 10 min. The cell pellet was resuspended in 500-μl MACS buffer and applied onto MS Column placed on a MACS Separator. The columns were washed and the flow-through was collected. CD31^+^ cells were positively sorted. The flow-through was centrifuged at 300*g* for 5 min, and the pelleted cells were subjected to the same procedure using CD45 MicroBeads. The flow-through containing CD31^−^CD45^−^ adrenocortical cells was centrifuged at 300*g* for 5 min, and the pelleted cells were collected. CD45^+^ cells were positively sorted. Collected cell populations were kept for transcriptional analysis (*61*).

### Cell and explant culture and treatments

Adrenal glands or adrenal corteces were isolated from WT C57BL/6J mice, cleaned from the surrounding fat tissue, and incubated in collagenase buffer [collagenase type I (1.6 mg/ml) and BSA (1.6 mg/ml)] for 45 min at 37°C while shaking at 900 rpm. Dissociated cells were passed through 22-G needle and a 100-μm cell strainer and centrifuged at 300*g* for 5 min at 4°C. Cells of a pool from two adrenals of each mouse were distributed in four 0.2% gelatin-precoated wells of a 96-well plate in DMEM/F12 supplemented with 1% fetal bovine serum, penicillin (50 U/ml), and streptomycin (50 μg/ml). Two hours after seeding, 10 μM SC-26196 (Tocris) or the same amount of carrier [dimethyl sulfoxide (DMSO)] was added without changing the medium. In some experiments, medium was additionally supplemented with 150 μM ARA (Sigma-Aldrich) or same amount of solvent (endotoxin-free water). When induction of steroidogenesis was required, the medium was changed 18 hours after treatment, and the cells were incubated with or without ACTH (10 ng/ml) for 60 min in the presence of either 10 μM SC-26196 or DMSO. Supernatants were kept for steroid hormone measurement, and cell lysates were collected for transcriptional analysis. In some experiments, primary CD31^−^CD45^−^ adrenocortical cells were treated or not for 18 hours with 66 μM EPA (Sigma-Aldrich) followed or not by ACTH stimulation (*61*).

Medullas were isolated from WT C57BL/6J mice and transferred into DMEM/F12 medium. Six hours later, the medulla explant supernatants were collected and applied onto adrenocortical cell cultures. These were previously treated for 6 hours with SC-26196 (10 μM) or DMSO. SC-26196 or DMSO was re-added, and adrenocortical cells were incubated for another 18 hours until supernatants were collected for steroid measurement. In other experiments, medulla explants were treated for 6 hours with SC-26196 (10 μM) or DMSO, washed thoroughly, and left another 18 hours in culture. Their supernatant was then applied on adrenocortical cell cultures, and 8 hours later, supernatants of the latter were collected and analyzed by LC-MS/MS.

NCI-H295R cells (obtained from American Type Culture Collection catalog no. CRL-2128) were maintained in DMEM/F12 medium supplemented with 2.5% Nu serum type I (Corning), 1% insulin transferrin selenium (Gibco), penicillin (50 U/ml), and streptomycin (50 μg/ml). They were treated for 18 hours with 10 μM SC-26196 or DMSO. In some experiments, NCI-H295R cells were treated or not for 48 hours 66 μM EPA, and in the last 24 hours, they were stimulated or not with forskolin (10 μM; Sigma-Aldrich) (*61*).

### Cell fractionations

Cells were trypsinized and pelleted by centrifugation (500*g*, 5 min, 4°C). The cells were gently resuspended in homogenization buffer [200 mM mannitol, 50 mM sucrose, 10 mM KCl, 1 mM EDTA, 25 mM Hepes (pH 7.4), 1 μM aprotinin, 10 μM leupeptin, and 20 μM phenylmethylsulfonyl fluoride] and homogenized on ice with 20 strokes with a Dounce homogenizer. The samples were then centrifuged (800*g*, 10 min, 4°C) to pellet the nuclei. The supernatant was mixed with iodixanol solution (Optiprep, Sigma-Aldrich) to a final concentration of 20%. The samples were placed at the bottom of a tube and overlaid with 500 μl of iodixanol solutions (18, 16, 14, 12, 10, and 5%) and lastly with 500 μl of Hepes-buffered saline (HBS) [50 mM Hepes and 150 mM NaCl (pH 7.4)]. The samples were centrifuged in a Beckman SW60Ti swing-out rotor (45,000 rpm, 5 hours, 4°C). After centrifugation, 15 280-μl aliquots were collected from top of the tubes.

Fractions 10 to 12 (SDHB-positive) and 4 to 5 (HSL-positive) were considered as mitochondrial and lipid droplet fractions, respectively. Protein concentration was measured in the mitochondrial and lipid droplet pools with the BCA Protein Assay Kit (Thermo Fisher Scientific), and fractions were analyzed for cholesterol and CE concentrations.

### Lipidomic analysis of isolated mitochondria

Fractions containing mitochondria were combined and extracted with three volumes of ice-cold chloroform/methanol [10:1, v/v, both containing 0.1% butylated hydroxytoluene (Merck, ≥99%)]. Samples were incubated on ice for 15 min, before the organic phase was collected after centrifugation (5 min, 5,000*g*). The aqueous phase was re-extracted with two volumes chloroform/methanol as described above. Combined organic phases were dried in vacuo. Methanol (ULC-MS grade, Biosolve B.V.) and chloroform (EMSURE ACS, ISO, Reag. Ph Eur; Supleco) were of highest purity.

Lipid extracts were dissolved in 50 μl of 2-propanol (ULC/MS-CC/SFC grade, >99.95%; Biosolve B.V.) and analyzed by LC-MS/MS. Lipids (2.5 μl loaded in positive mode, 5 μl in negative mode) were separated by reverse phase chromatography (Accucore C30 column; 150 mm by 2.1 mm, 2.6 μM, 150 Å; Thermo Fisher Scientific) using a Vanquish Horizon ultrahigh-performance liquid chromatography (UHPLC) system (Thermo Fisher Scientific) coupled on-line to a Q Exactive Plus Hybrid Quadrupole Orbitrap mass spectrometer (Thermo Fisher Scientific) equipped with a heated electrospray ionization (HESI) source. Column was operated at 50°C and a flow rate of 0.3 ml/min. Chromatographic gradient included following steps: 0 to 20 min, 10 to 86% B; 20 to 22 min, 86 to 95% B; 22 to 26 min, 95% isocratic; 26 to 26.1 min, 95 to 10% B, followed by 5 min re-equilibration at 10% B. Eluent A consisted of acetonitrile/water (50:50, v/v, both ULC/MS-CC/SFC grade, Biosolve B.V.) and Eluent B of 2-propanol/acetonitrile/water (85:10:5, v/v/v), both containing 5 mM ammonium formate (MS grade, Sigma-Aldrich) and 0.1% formic acid (ULC/MS-CC/SFC grade, Biosolve B.V.). HESI parameters are as follows: sheath gas, 40 arbitrary units; auxiliary gas, 10 liters/min; sweep gas, 1 liter/min; spray voltage, 3.5 kV (positive ion mode) and 2.5 kV (negative ion mode); ion transfer temperature, 300°C; S-lens radio frequency (RF) level, 35%; aux gas heater temperature, 370°C. Data were acquired using data-dependent acquisition: full scan resolution 140,000 at mass/charge ratio (*m/z*) 200, AGC target 1 × 10^6^, maximum IT 100 ms, scan range *m/z* 350 to 1200; data-dependent MS/MS: resolution 17,500 at *m/z* 200, AGC target 1 × 10^5^, maximum IT 60 ms, loop count 15, isolation window 1.2 *m/z*, stepped normalized collision energies of 10, 20, and 30%, AGC target of 2 × 10^2^, dynamic exclusion 10 s, isotope exclusion on, default charge state 1 (*62*).

Lipid identification and relative quantification was performed using Lipostar2 (*63*). Briefly, supersample filter considering only lipids with isotopic pattern and with an MS/MS spectrum were kept. Features were searched against the LIPID MAPS structural database (downloaded November 2021) and proposed identifications obtained by automatic approval considering three and four stars. Data were normalized using the Sum/Average normalization (area sum). Statistical analysis was performed in MetaboAnalyst 5.0 (sample normalization by median, data log transformed, pareto scaled) (*64*).

### Product ion scan for cholesterol and cholesteryl esters

For quantification of cholesterol and cholesteryl esters, equal volumes of mitochondria fractions (180 μl) were combined, cholesterol-2,3,4-^13^C (5 nmol; Sigma-Aldrich) and SPLASHLipidomix (3 μl; Avanti Polar Lipids Inc) spiked, and samples were incubated for 15 min on ice. Lipids were extracted as described above.

Lipid extracts were reconstituted in 55 μl of 2-propanol, and 10 μl was loaded onto a Accucore C30 column (150 mm by 2.1 mm, 2.6 μM, 150 Å; Thermo Fisher Scientific) installed on a Vanquish Horizon UHPLC (Thermo Fisher Scientific) coupled on-line to a Orbitrap Exploris 240 (Thermo Fisher Scientific) mass spectrometer equipped with a HESI source. Lipids were separated at a flow rate of 0.3 ml/min and a column temperature of 50°C by a gradient starting from 10% B (0 to 20 min 10 to 80% B, 20 to 37 min 80 to 95% B, 37 to 41 min 95 to 100% B, 41 to 49 min 100% B, and 49.1 to 57 min 10% B). The column was re-equilibrated for 7.9 min at 10% eluent B. Eluent A consisted of acetonitrile/water (50:50, v/v, both ULC/MS-CC/SFC grade Biosolve B.V.) and eluent B of 2-propanol/acetonitrile/water (85:10:5, v/v/v), both containing 5 mM Ammonium formate (MS grade, Sigma-Aldrich) and 0.1% formic acid (ULC/MS-CC/SFC grade, Biosolve B.V.).

For cholesterol and CE, a scheduled product ion scan method with the following parameters was used: spray voltage, 3500 V; sheath gas, 40 arbitrary units; aux gas, 10 arbitrary units; sweep gas, 1 arbitrary units; vaporizer, 370°C; ion transfer tube, 300°C; polarity, positive; default charge state, 1; isolation window, 1 *m/z*; resolution at *m/z* 200 to 45,000; HCD collision energy (%), 17, 27, 37; fixed first mass, 70 *m/z*; AGC target, standard; maximum injection time, auto; EASY-IC, start run. Quantification was performed in Skyline (version 22.2.0.255, MacCoss Lab, University of Washington) using cholesten ion (*m/z* 369.35) as a quantifier (*65*). CE was quantified relative to the 18:1-d7-cholesteryl ester present in the SPLASHLipidomix mix. Signal of cholesterol-2,3,4-^13^C was used to quantify endogenous cholesterol.

### Shotgun lipidomics and analysis

Shotgun lipidomics were performed as previously described (*61*). Adrenal glands were homogenized in ammonium-bicarbonate buffer (150 mM ammonium bicarbonate, pH 7) with TissueLyser (Qiagen). Protein content was assessed using the BCA Protein Assay Kit (Thermo Fisher Scientific). Equivalents of 20 μg of protein were taken for MS analysis. MS-based lipid analysis was performed as described (*24*). Lipids were extracted using a two-step chloroform (Sigma-Aldrich)/methanol (Thermo Fisher Scientific) procedure (*66*). Samples were spiked with internal lipid standard mixture containing: CL 16:1/15:0/15:0/15:0, Cer 18:1;2/17:0, HexCer 18:1;2/12:0, LPA 17:0, LPC 12:0, LPE 17:1, LPG 17:1, LPI 17:1, LPS 17:1, PA 17:0/17:0, PC 17:0/17:0, PE 17:0/17:0, PG 17:0/17:0, PI 16:0/16:0, PS 17:0/17:0, CE 20:0, SM 18:1;2/12:0;0, cholesterol D6 (all Avanti Polar Lipids), TAG 17:0/17:0/17:0, and DAG 17:0/17:0 (both Larodan Fine Chemicals). Synthetic lipid standards were purchased from Avanti Polar Lipids, Larodan Fine Chemicals, and Sigma-Aldrich, and all chemicals were analytical grade. After extraction, the organic phase was transferred to an infusion plate and dried in a speed vacuum concentrator (Martin Christ). The dry extract from the first step was resuspended in 7.5 mM ammonium acetate (Sigma-Aldrich) in chloroform/methanol/propan-2-ol (Thermo Fisher Scientific) (1:2:4 V:V:V) and the second-step dry extract in 33% ethanol of methylamine (Sigma-Aldrich)/chloroform/methanol (0.003:5:1 V:V:V) solution. All liquid handling steps were performed using Hamilton Robotics STARlet robotic platform with the Anti Droplet Control feature for organic solvents pipetting.

Samples were analyzed by direct infusion on a QExactive mass spectrometer (Thermo Fisher Scientific) equipped with a TriVersa NanoMate ion source (Advion Biosciences, Ithaca, NY). Samples were analyzed in both positive and negative ion modes with a resolution of *R*_(*m/z*=200)_ = 28,0000 for MS and *R*_(*m/z*=200)_ = 17,500 for MS/MS experiments, in a single acquisition. MS/MS was triggered by an inclusion list encompassing corresponding MS mass ranges scanned in 1-Da increments (*67*). Both MS and MS/MS data were combined to monitor CE, DAG, and TAG ions as ammonium adducts; PC, PC O-, as acetate adducts; and CL, PA, PE, PE O-, PG, PI, and PS as deprotonated anions. MS only was used to monitor LPA, LPE, LPE O-, LPI, and LPS as deprotonated anions; Cer, HexCer, SM, LPC, and LPC O- as acetate adduct and cholesterol as ammonium adduct of an acetylated derivative (*68*).

Data were analyzed with an in-house developed lipid identification software based on LipidXplorer (*69*, *70*). Data postprocessing and normalization were performed using an in-house developed data management system. Only lipid identifications with a signal-to-noise ratio > 5 and a signal intensity fivefold higher than in corresponding blank samples were considered for further data analysis. The dataset was filtered by applying an occupational threshold of 50%, meaning that lipids that were present in less than 50% of the samples in a group were set to zero in that group. Dataset was log_2_-scaled before PCA. The descriptive analysis was performed on the mol %–transformed dataset, i.e., picomol quantities were divided by the sum of the lipids detected in the respective sample and multiplied by 100. Total carbon chain length and double bonds plots result from grouping together all the lipids that present the same number of carbon atoms (total length) or the same number of double bonds (degree of unsaturation) and calculating the mean and standard deviation in each group of samples (LFD and HFD). To further inspect general trends in the degree of unsaturation and length of storage and membrane lipids under different perturbations, the average weighted number of double bonds (DBI) and length (LI), as previously described (*71*). Statistical tests were performed on the mol %–transformed data. First, normality was assessed by means of the Shapiro-Wilkinson test, and according to its result, either the Welch *t* test or the Wilcoxon test was used. *P* values were then adjusted following the Benjamini-Hochberg correction. Analysis was done in R (*72*). Plots were generated using ggplot2 (*73*).

### Lipid isomer and oxylipin measurement

Frozen adrenal glands were homogenized in 200 μl of PBS buffer. Lipids were extracted from adrenal lysates or supernatants in chloroform/methanol (Folch’s protocol). The extract was evaporated to dryness under stream of nitrogen at 40°C. The residue was dissolved in 100 μl of ethanol. For FFA, 50 μl were used. HPLC measurement of FFA was performed using an Agilent 1290 HPLC system with binary pump, autosampler, and column thermostat equipped with a Phenomenex Kinetex-C18 column 2.6 μm, 2.1 by 150 mm column (Phenomenex) using a solvent system of acetic acid (0.05%) and acetonitrile. All solvents and buffers in LC-MS–grade were purchased from VWR Germany. The HPLC was coupled with an Agilent 6470 triplequad mass spectrometer with electrospray ionisation source operated in negative multiple reaction monitoring. The quantification was performed with individual calibration curves using deuterated standards (Cayman Chemical).

To release fatty acids and lipid mediators from phospholipids, 50 μl lipid extract was dissolved with 500 μl of phospholipase A2 (PLA2) buffer consisting of 80 mM Hepes, 300 mM NaCl, 20 mM CaCl_2_, and BSA (2 mg/ml) in 60% glycerol (pH 7.4). This solution was spiked with 5 μl of butylhydroxytoluen and 2.2 U/26 μl of PLA2 from honey bee (Merck) and incubated 1 hour at 25°C. One hundred microliters of hydrolysate was analyzed as described above. The results were the sum of FFAs and fatty acids from phospholipids; hence, the amount of fatty acyl chains of phospholipids was calculated by subtracting the amount of FFA from phospholipidic fatty acyl chains.

For measurement of lipid mediators, 400 μl of hydrolysate was spiked with 100 pg of d4-PGE2-13 as an internal standard (Cayman Chemical). Acetonitrile (400 μl) was added for protein precipitation. After centrifugation and pH adjustment at 6.0, the obtained supernatant was added to Bond Elute Certify II columns (Agilent Technologies) for solid phase extraction. The eluate was evaporated on a heating block at 40°C under a stream of nitrogen to obtain solid residues, which were dissolved in 100 μl of methanol/water (60/40). The residues were analyzed using an Agilent 1290 HPLC system with binary pump, multisampler, and column thermostat with a Zorbax Eclipse plus C-18, 2.1 by 150 mm, 1.8-μm column using a gradient solvent system of aqueous acetic acid (0.05%) and acetonitrile/methanol 50:50. The flow rate was set at 0.3 ml/min, and the injection volume was 20 μl. The HPLC was coupled with an Agilent 6495 Triplequad mass spectrometer (Agilent Technologies) with electrospray ionisation source. Analysis was performed with multiple reaction monitoring in negative mode, at least two mass transitions for each compound.

### Steroid hormone measurement

Steroid hormones in plasma and cell culture supernatants were analyzed by LC-MS/MS as previously described (*60*, *61*). Fifty to 100 μl of plasma or cell culture supernatants were extracted by solid phase extraction using positive pressure, followed by a dry-down under gentle stream of nitrogen. Residues were reconstituted in 100 μl of the initial LC mobile phase, and 10 μl were injected for detection by the triple quadrupole mass spectrometer in multiple reaction-monitoring scan mode using positive electrospray ionization. Quantification of steroid concentrations was done by comparisons of ratios of analyte peak areas to respective peak areas of stable isotope-labeled internal standards obtained in samples to those of calibrators.

Corticosterone and 11-dehydrocorticosterone in hair were extracted with methanol as described elsewhere (*74*). Briefly, hair (3 to 5 mg) was washed by addition of 2.5 ml of isopropanol. After 3 min, the isopropanol was decanted, and hair samples were dried in a fume hood. After drying, hair samples were extracted in 1.8 ml of methanol that contained the internal standard mixtures for 18 hours at room temperature (RT). The methanolic extract was dried down, followed by reconstitution in respective mobile phase and analysis by LC-MS/MS as previously described (*60*) with minor modifications. Briefly, a QTRAP 6500+ (Sciex, Darmstadt) coupled to an Aquity i-class ultra-performance liquid chromatography system (Waters, Eschborn) was used. Chromatographic separation was achieved as described before (*60*). Corticosterone and 11-dehydrocorticosterone were detected by using the multi reaction monitoring scan mode with respective quantifier ions of 347.1->329.2 and 345.1->121.1 and qualifier ions of 347.1->90.9 and 345.1->242.3. An automatic flow injection analysis revealed optimal ion source settings of curtain gas (*40*), ion spray voltage (5500), temperature (500), gas 1 (*70*), and gas 2 (*50*). Quantification of steroid hormones was achieved by comparisons of ratios of analyte peak areas to internal standard peak areas observed in samples to those in calibrators. Measured steroid concentrations were normalized to sample weights.

### ACTH measurement

ACTH was measured in EDTA mouse plasma 4× diluted in PBS with an enzyme-linked immunosorbent assay (ELISA) kit (Abnova, KA0917) according to the manufacturer’s instructions.

### RNA sequencing

For transcriptome mapping, strand-specific paired-end sequencing libraries from total RNA were constructed using a TruSeq stranded Total RNA kit (Illumina Inc). Sequencing was performed on an Illumina HiSeq3000 (1 × 75 base pairs). Low-quality nucleotides were removed with the Illumina fastq filter, and reads were further subjected to adaptor trimming using cutadapt (*75*). Alignment of the reads to the mouse genome was done using STAR Aligner (*76*) using the parameters: “–runMode alignReads –outSAMstrandField intronMotif –outSAMtype BAM SortedByCoordinate --readFilesCommand zcat”. Mouse Genome version GRCm38 (release M12 GENCODE) was used for the alignment. The parameters: “htseq-count -f bam -s reverse -m union -a 20,” HTSeq-0.6.1p1 (*77*) were used to count the reads that map to the genes in the aligned sample files. The GTF file (gencode.vM12.annotation.gtf) used for read quantification was downloaded from Gencode (https://gencodegenes.org/mouse/release_M12.html). Gene centric differential expression analysis was performed using DESeq2_1.8.1 (*78*). The raw read counts for the genes across the samples were normalized using “rlog” command of DESeq2, and subsequently, these values were used to render a PCA plot using ggplot2_1.0.1 (*79*).

Pathway and functional analyses were performed using GSEA (*79*) and EGSEA (*80*). GSEA is a standalone software with a graphical user interface. To run GSEA, a ranked list of all the genes from DESeq2-based calculations was created usingthe −log_10_ of the *P* value. This ranked list was then queried against Molecular Signatures Database–, Kyoto Encyclopedia of Genes and Genomes (KEGG)–, Gene Ontology–, Reactome-, and Hallmark-based repositories. EGSEA is an R/Bioconductor-based command line package. For doing functional analyses using EGSEA, a differentially expressed list of genes with parameters log_2_ foldchange > 0.3 and *P* adjusted <0.05 was used. The KEGG database repository was used for performing the functional analyses.

For constructing heatmaps, the “rlog-normalized” expression values of the significantly expressed genes (*P* adjusted < 0.05) were scaled using z-transformation. The resulting matrices were visually rendered using MORPHEUS.

### Electron microscopy

After animal perfusion with PFA/GA, adrenal glands were immediately transferred into 4% PFA, 2% GA, 0.1 M sodium phosphate buffer, or PBS (pH 7.4) for 1 hour at RT and stored in 0.1% GA and 1% PFA in PBS at 4°C until processing. After washing with PBS, adrenal glands were further dissected into three pieces. They were contrasted with 1% osmium tetroxide/1.5% potassium cyanoferrate for an hour at RT. Contrast was further enhanced by incubation with 0.5% uranyl acetate overnight in the cold. Dehydration with a graded series of ethanol followed (10 min each step, three steps of pure ethanol for 20 min). Samples were gradually infiltrated and embedded in Epon resin and cured at 60°C for 48 hours. Ultrathin sections (70 nm) were cut on a Leica UC7 ultramicrotome and poststained with uranyl and lead. Samples were evaluated and images acquired on a Tecnai Biotwin T12 transmission electron microscope (Philips/FEI/Thermo Fisher Scientific) with a digital F416 charge-coupled device camera (Tietz Video and Image Processing Systems).

### Quantification of mitochondrial structural features

Mitochondrial features (area, perimeter, circularity, and aspect ratio) were analyzed in electron microscope images using the Fiji software (*81*) and the “particle analysis” plugin. Outlines of mitochondria were marked by hand using the “freehand selection” tool. At least 16 images obtained from different areas were analyzed per adrenal gland.

### Transcriptional analysis

RNA was isolated from frozen tissues with the TRI Reagent (Molecular Research Center, Inc.) after mechanical tissue disruption or from cells with the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA obtained with TRI Reagent was subsequently extracted with Chloroform and the NucleoSpin RNA, Maxi kit (Macherey-Nagel). Reverse transcription was performed with the iScript cDNA Synthesis kit (Bio-Rad), and cDNA was analyzed by qPCR using the SsoFast Eva Green Supermix (Bio-Rad), a CFX384 real-time System C1000 Thermal Cycler (Bio-Rad) and the Bio-Rad CFX Manager 3.1 software (*61*). Primers used are listed in table S6.

### Plasmid transfection

NCI-H295R cells were transfected with a FADS2-overexpressing plasmid (Origene NM_004265) or control pCMV plasmid. Briefly, cells were plated in 24-well plates at 70% confluence, and the next day, they were transfected with 0.3 μg of DNA using Lipofectamine LTX with Plus Reagent (Thermo Fisher Scientific), according to the manufacturer’s instructions.

### Western blot analysis

Cells or tissues were lysed with 10 mM tris-HCl (pH 7.4) + 1% SDS + 1 mM sodium vanadate, cell lysates were centrifuged at 16,000*g* for 5 min at 4°C, and supernatants were collected. Total protein concentration was measured using the BCA Protein Assay Kit (Thermo Fisher Scientific) in cell lysates or cell fractions. Protein samples were prepared with 5× Reducing Laemmli buffer containing same amount of protein, denatured at 95°C for 5 min, and loaded on a 10% acrylamide gel (Invitrogen) for SDS–polyacrylamide gel electrophoresis. PageRuler Prestained Protein Ladder (Thermo Fisher Scientific) was used as a protein size ladder. The separated proteins were transferred on Amersham Protran nitrocellulose membrane (GE Healthcare Lifescience). After blocking with 5% skimmed milk in Tris-buffered saline with Tween20 (TBS-T) [0.1% Tween 20 (Sigma-Aldrich) in 1× tris-buffered saline] for 1 hour at RT, membranes were incubated overnight at 4°C with anti-FADS2 (1:2000; Invitrogen, PA5-87765), anti-StAR (1:300; Santa Cruz, SC-25806), anti-SDHB (1:1000; Sigma-Aldrich, HPA002868), anti-HSL (1:1000, Cell Signaling, #4107), anti-tubulin (1:3,000; Sigma-Aldrich, T5168) or anti-vinculin (1:3000; Cell Signaling #4650) and diluted in 5% BSA in TBS-T. After washing, membranes were incubated for 1 hour at RT with secondary antibodies: goat anti-rabbit immunoglobulin G (IgG) horseradish peroxidase (HRP)–conjugated (1:3000; Jackson ImmunoResearch) or goat anti-mouse IgG HRP-conjugated (1:3000; Jackson ImmunoResearch), diluted in 5% skimmed milk in TBS-T. The signal was detected using the Western blot Ultra-Sensitive HRP Substrate (Takara) and imaged using the Fusion FX Imaging system (PeqLab Biotechnologie).

### Immunofluorescence

Immunofluerescent stainings were performed as previously described (*82*). Adrenal glands cleaned from surrounding fat tissue were fixed in 4% PFA in PBS, washed overnight in PBS, cryopreserved in 30% sucrose (AppliChem GmbH) in PBS overnight at 4°C, embedded in Optimal Cutting Temperature (O.C.T.) compound (Tissue-Tek) and frozen at −80°C. Each adrenal gland was cut into 8-μm-thick serial sections. Before staining, adrenal sections were prewarmed at RT for 30 min. Adrenal sections were washed twice with PBS, permeabilized with 0.5% Triton X-100 in PBS for 15 min, treated with TrueBlack Lipofuscin Quencher (1:40 in 70% ethanol; Biotium) for 30 s to reduce autofluorescence, and blocked in Dako Protein Block, serum-free buffer for 1 hour at RT. Then, sections were incubated overnight at 4°C with anti-FADS2 (1:250, Invitrogen, PA5-87765), washed with PBS, and incubated for 2 hours at RT with the secondary antibody Alexa Fluor 555 donkey anti-rabbit (1:300; Thermo Fisher Scientific, #A-31572) together with 4′,6-diamidino-2-phenylindole (DAPI; 1:5000; Roche), both diluted in Dako Antibody Diluent. After washing with PBS, cryosections were mounted with Fluoromount (Sigma-Aldrich), covered with 0.17-mm cover glass, fixed with nail polish, and kept at 4°C until imaging. Adrenal cross sections were imaged as tile sections taken with an Axio Observer.Z1 (Zeiss) and a Plan-Apochromat 20× objective.

### Histology

Adrenal glands were fixed in 4% PFA and paraffin-embedded. Sections were stained with hematoxylin and eosin. Images were obtained using an Axio Observer.Z1 (Zeiss) and a Plan-Apochromat 20× objective.

### Flow cytometry

Adrenocortical cells (CD31^−^CD45^−^) were treated for 18 hours with DMSO or SC-26196 (10 μM) and were then incubated with Mitotracker Green (0.25 μM; Invitrogen), tetramethylrhodamine, ethyl ester (TMRE) (2.5 μM; Thermo Fisher Scientific), for 30 min at 37°C in FACS buffer (0.5% BSA and 2 mM EDTA in PBS) in dark. Live cells were selected by DAPI staining. FACS was performed using LSR Fortessa X20 flow cytometer, and data were analyzed with the FlowJo software.

### Seahorse analysis

Primary adrenocortical cells were plated in 0.2% gelatin-precoated XF96 cell culture microplate (Agilent) (8*10^4^ cells per well) and treated for 18 hours with DMSO or SC-26196 (10 μM). OCR was measured with a Seahorse XF96 Analyzer (Agilent Technologies). The experimental medium used was XF Base Medium supplemented with glucose (10 mM), pyruvate (1 mM), and glutamine (2 mM).

### Statistical analysis

Data were analyzed with Mann-Whitney *U* test, Students *t* test, one-way analysis of variance (ANOVA) with post hoc Tukey’s test for multiple comparisons or Pearson analysis with *P* < 0.05 set as a significance level using the GraphPrism 7 software.

How the deposited data were processed for this re-analysis (not part of the article)

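RNA of the adrenal cortex was measured by RNA-seq in 12 male mice, 4 on a LFD, 4 on a HFD, and 4 on a HFD supplemented with icosapent ethyl, each mouse sequenced as 1 library. The authors deposited raw read counts per gene for each mouse. They made these counts from strand-specific libraries, with adaptor trimming by cutadapt, alignment to GRCm38 with STAR, and counting on the GENCODE M12 genes with HTSeq in reverse-strand mode. The paper describes the libraries as paired-end and the reads as single. The values were whole numbers with a different total in each mouse, and no pair of the 66 pairs of libraries was a copy or a rescaled copy of another (lowest chi-square per degree of freedom 26.5). Groups were taken from the labels, and the mice are named by the replicate numbers the labels give. The labels give a *Fads2* knockout genotype for all 12 mice, whereas the paper describes wild-type mice, and *Fads2* was expressed in each of them. *Ddx3y* was expressed at 122.6 CPM or more and *Xist* at 0.032 CPM or less in every mouse.

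Between 20812 and 21634 genes had a count in each library. The 10 genes with the most counts took from 8.21% to 11.9% of the total, and mitochondrially encoded genes took from 1.84% to 3.23%. The highest total was 1.94 times the lowest. Some genes named here had few counts, among them *Elovl2*, *Prelid3a*, *Pebp4*, *Lrp2*, *Gltpd2*, *Upk1b*, *Upk3b*, *Krt7*, and *Lep*, so that depth limited their precision as well as the number of mice. Reads shared by paralogs, such as *Hsd3b1* and *Hsd3b6*, could not be reassigned from counts.

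Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr at its minimum count of 10, robust quasi-likelihood fit, Benjamini-Hochberg adjustment, threshold 0.05), in the mice of the 2 groups compared and without covariates. The 10 pathway lists and 12 cell type marker lists were written from general knowledge and tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset inter-gene correlation 0.01), adjusted over the lists of each kind. The gene set collections of the paper were not used here. The named genes were chosen by a rule. They were every gene the paper names for these comparisons, the *Fads* and *Acsl* genes, the genes of the steroid hormone synthesis list, and the 5 largest rises and 5 largest falls in HFD versus LFD mice among genes past the threshold, with a mean of at least 1 CPM in either group, an assigned name, and no overlap of the groups. The tests, lists, rule, and alternatives were chosen before the data were examined, except where the text says that they were chosen after the data were seen.

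The alternatives were DESeq2 1.42.0 (Wald test), DESeq2's size factors, library totals without scaling, no filter on low counts, a filter of 10 counts in every mouse, all 12 mice in 1 fit, a threshold of 0.1, an absolute log2 fold change above 0.3, the mean of the adipocyte markers as a covariate, and leaving out each mouse in turn. For the lists, they were an estimated correlation, fry, fgsea 1.28.0 with 10000 permutations on genes ranked by signed −log10 p, and lists without adipocyte genes. For icosapent ethyl–treated versus HFD mice, the replicate number was also used as a block, because both groups are numbered 1 to 4. The deviations of same-numbered mice from their group means correlated at 0.254, 0.122, 0.354, and 0.655 for the numbers 1 to 4, but some pairs with different numbers correlated more (up to 0.621 for HFD replicate 1 with icosapent ethyl replicate 2). Whether the numbers denote pairs is not known. The LFD and HFD mice share only the number 2, so no pairing was used for them. Added after the data were seen were the mean of the chromaffin markers and the mean of 6 late response genes as covariates, the mean of 7 early response genes as a covariate for *Fads2* alone, the replicate block for the marker lists, and DESeq2 at an unadjusted p below 0.05.

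The procedure was tested on simulated data, with the levels, spread, and library sizes of the HFD and LFD mice. Each gene was drawn independently. With 200 of 15909 genes changed by a factor of 2 between 4 and 4 mice, 90 of them (45%) had an adjusted p below 0.05, with 8 unchanged genes, and the median fitted log2 fold change of the raised genes was 0.96. With no gene changed, 0 genes passed. The mitochondrial envelope list was raised by 0.3 on the log2 scale in the counts with changed genes, and had an adjusted p of 2.82e-33 by camera. With the oxidative phosphorylation list left out of the check, no other list was below 0.257. As genes were drawn independently, this does not test the preset inter-gene correlation. For every comparison, the 8 mice were also divided into groups of 4 in all 35 ways. The plasma, lipid, and functional experiments of the paper were not analysed here.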

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

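The tests of the chromaffin genes and of the macrophage genes, and the look at library depth, were chosen only after the results were seen.

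In 7 of 150 groups of 4 mice, 1 mouse lay far from the other 3, where chance gives 7.5. *Lep* was expressed at 3.28 CPM in LFD replicate 2 and at 0.410 to 0.715 CPM in the other LFD mice, and without this mouse its log2 fold change in HFD versus LFD mice was 4.45 in place of 3.19 (adjusted p = 0.0381 in place of 0.0603 by edgeR, with all 4 HFD mice higher than all LFD mice). Among the named genes of this comparison, the adjusted p of *Lep* ranged from 0.00175 to 0.0603 over the alternatives that kept all mice. *Cyp11b2* was at 329 CPM in LFD replicate 7 against 254 to 265 CPM. The library total of LFD replicate 2 was 46874227, against 44091587 to 44372097 in the other LFD mice. Among icosapent ethyl–treated mice, *Fabp5* was at 26.8 CPM in replicate 2 (others 9.51 to 12.4), *Gpam* at 102 CPM in replicate 1 (28.9 to 37.6), *Eva1c* at 15.1 CPM in replicate 3 (3.73 to 4.87), and *Lpcat3* at 95.8 CPM in replicate 4 (78.4 to 80.3). Library depth is argued against as a common explanation, since only 1 of these values, that of *Lpcat3*, came from a library whose total was over 10% beyond the others of its group. No biological explanation was tested, and the number of outlying mice was what chance gives.

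The chromaffin list, which stands for the medulla, was lower in HFD than in LFD mice, although the cortex had been dissected. Its 12 genes had a median log2 fold change of -1.295 (0 of 12 higher, 9 with an unadjusted p below 0.05 in edgeR's test, adjusted p = 2.08e-04 by camera, 0.568 with an estimated correlation, and 0.144 by fry). All 12 were expressed at 1 CPM or more in every mouse, and none is in another list or was picked by the study. *Chga* reached 7310 CPM in LFD replicate 6 and was 890 CPM in HFD replicate 2. Mice overlapped, with a mean log2 CPM of the list from 7.13 to 8.96 in LFD and from 6.22 to 7.9 in HFD mice (2 of 4 HFD mice below all LFD mice, exact permutation test, two-sided, p = 0.114). The 12 log2 fold changes lay between -1.42 and -1.02, a range of 0.394 against a median SE of 0.491, as a different share of medulla in the dissected cortices would give. A smaller medulla, or less medulla left on the cortex, may therefore be the source, and the diet as a cause within the medulla stays open and was not tested. The tables argue against medulla as the whole source of the change in the 230 genes past the threshold. With the chromaffin covariate, all 230 kept their direction and an unadjusted p below 0.05, and their median absolute log2 fold change was 0.65 in place of 0.76 (median SE 0.162), although these genes were picked for their difference between the diets and 0 genes were then past the adjusted threshold (1384 at an unadjusted p below 0.05). That of the 12 chromaffin genes went from 1.295 to 0.083. For the other 3719 genes with an unadjusted p below 0.05, medulla cannot be told apart from the diet, because only 957 kept their direction and an unadjusted p below 0.05 and the covariate goes with the diets. Nor can it be told apart for 4 lists, because their rise was not beyond the spread between mice once the covariate was used. The mean of the list per mouse then rose by 0.169 (SE 0.0954) for beta-oxidation, 0.222 (SE 0.104) for fatty acid metabolism, 0.164 (SE 0.101) for the TCA cycle, and 0.296 (SE 0.302) for sterol biosynthesis on the log2 scale in a linear model, and the lowest adjusted p by fry was 0.53. By camera, which does not measure the spread of a list between mice, all 4 stayed past the threshold with the covariate (adjusted p = 0.00256 for beta-oxidation and fatty acid metabolism, and 0.019 for sterol biosynthesis and the TCA cycle). The steroid hormone synthesis list, past the threshold without the covariate, was not past it with the covariate (adjusted p = 0.369 by camera). For this list, too, medulla cannot be told apart from the diet.

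The chromaffin list was higher in icosapent ethyl–treated than in HFD mice, with a median log2 fold change of 0.58 (12 of 12 higher, 0 genes with an unadjusted p below 0.05, adjusted p = 2.73e-05 by camera, 0.793 with an estimated correlation, and 0.917 by fry). In 2 of 4 treated mice, the mean of the list was above all HFD mice (exact permutation test, two-sided, p = 0.2). The log2 fold changes lay between 0.274 and 0.718, a range of 0.444 against a median SE of 0.424. A different share of medulla may give such a pattern, and an effect of icosapent ethyl was not tested apart from it. For the lower cholesterol homeostasis, sterol biosynthesis, and TCA cycle lists in treated mice, medulla cannot be told apart from the treatment, because the treated mice also had the higher chromaffin list. With the chromaffin covariate, the lowest adjusted p of these 3 lists was 0.888 by camera, and the adjusted p of the cholesterol homeostasis list ranged from 0.000171 to 0.82 in the fits without 1 mouse.

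The macrophage list was lower in HFD than in LFD mice, with a median log2 fold change of -0.69 (2 of 10 genes higher, adjusted p = 2.08e-04 by camera, 0.568 with an estimated correlation, and 0.0527 by fry). All 4 HFD mice had a lower mean of the list than every LFD mouse (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 mice allow). Of its 10 genes, 9 were expressed at 1 CPM or more in every mouse, and none is in another list or was picked by the study. *Cd68* was at 31.0 to 46.7 CPM in LFD and 12.9 to 19.6 CPM in HFD mice. Fewer macrophages of every kind are argued against by the log2 fold changes of the 10 genes, which lay between -1.25 and 0.243, a range of 1.49 against a median SE of 0.168. *Adgre1* fell by 0.48 (SE 0.187), while *Csf1r* changed by -0.11 (SE 0.121) and *Mrc1* by 0.24 (SE 0.203), in the same mice in which *Pltp*, *Apoe*, *Fabp5*, and *Pla2g7* fell by 0.91 to 1.43 on the log2 scale. A change in the kind of macrophage, through diet or through tissue left on the cortex, may underlie the difference and stays open.

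The adipocyte list was higher in HFD than in LFD mice, with a median log2 fold change of 0.59 (11 of 15 genes higher, 3 of 4 HFD mice above all LFD mice, adjusted p = 0.00219 by camera, 0.568 with an estimated correlation, and 0.0832 by fry). Without LFD replicate 7 the adjusted p was 0.0598. For the mean of the list, the exact permutation test gave p = 0.114 (two-sided). Of its 15 genes, 11 were expressed at 1 CPM or more in every mouse, 1 is in another list, and 3 were picked by the study. Markers of the list moved apart, since *Cfd* fell by 2.14 on the log2 scale (SE 0.55) and *Adipoq* rose by 0.49 (SE 0.591). The more abundant *Plin1*, *Cd36*, *Fabp4*, and *Lipe*, at 50.2 CPM or more in every mouse, all rose, by 0.31, 1, 0.42, and 0.88. Adipocytes left on the cortex were argued against as the whole source of the rise in *Acsl1*, *Lipe*, and *Plin4*, which kept a median log2 fold change of 0.83 with the adipocyte covariate. An effect of HFD on adipocytes at the cortex, or within cortical cells on genes that adipocytes also express, may contribute and was not tested.

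The endothelial list was lower in icosapent ethyl–treated than in HFD mice, with a median log2 fold change of -0.16 (1 of 8 genes higher, 1 of 4 treated mice below all HFD mice, adjusted p = 0.0108 by camera, 0.793 with an estimated correlation, and 0.917 by fry). The call was lost in 3 of 8 fits that left out 1 mouse, without HFD replicate 3, icosapent ethyl replicate 4, or icosapent ethyl replicate 2, the last with the highest adjusted p, 0.212. All 8 genes were expressed at 1 CPM or more in every mouse, and none is in another list or was picked by the study. No explanation was tested for it. Among the 8 splits that parted all 4 same-numbered pairs, 6 gave as many marker lists past the threshold as the real groups.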

How the results depend on the processing

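The tests with the chromaffin genes, the late response genes, or the early response genes as a covariate, the replicate block for the marker lists, and DESeq2 at an unadjusted p below 0.05, were chosen only after the results were seen.

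The 230 differentially expressed genes of HFD versus LFD mice became 1932 with DESeq2's Wald test, 590 with all 12 mice in 1 fit, 1845 with the adipocyte markers as a covariate, 1396 at an adjusted p below 0.1, and 84 with library totals alone. Scaling by library totals moved the median of all genes to -0.11 on the log2 scale. The count was 179 with DESeq2's size factors, 271 without a filter, 256 with at least 10 counts in every mouse, and 230 with an absolute log2 fold change above 0.3. It was 0 with the chromaffin covariate (1384 genes at an unadjusted p below 0.05), 2512 with the late response covariate, and 4553 with DESeq2 at an unadjusted p below 0.05. With the chromaffin covariate, all 230 genes kept their direction and an unadjusted p below 0.05, and their median absolute log2 fold change was 0.65 in place of 0.76. Without single mice, the count ranged from 0 to 918 (without HFD replicate 1). Fits of 7 mice have fewer degrees of freedom, which by itself raises p. Why the mice differed in their effect was not tested.

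For icosapent ethyl–treated versus HFD mice, the count of 0 (221 genes at an unadjusted p below 0.05) became 7 with DESeq2's Wald test and 400 with DESeq2 at an unadjusted p below 0.05, and was 0 under every other alternative, leaving out each mouse included. Among genes and pathway lists, the replicate block changed no call of this comparison other than that of the steroid hormone synthesis list and the direction of the oxidative phosphorylation list given below. Among marker lists, the red blood cell list passed the threshold with it (0.046), and the kidney list, far from the threshold, reversed (0.858 by camera). The count of 0 in icosapent ethyl–treated versus LFD mice (2225 genes at an unadjusted p below 0.05) became 413 with DESeq2's Wald test, 2 with all 12 mice in 1 fit, 355 with the late response covariate, and 2704 with DESeq2 at an unadjusted p below 0.05. Without single mice it ranged from 0 to 1 (without icosapent ethyl replicate 2). The causes were not tested.

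For the gene lists in HFD versus LFD mice, an estimated correlation took the adjusted p of all 5 lists past the threshold to 0.544. With fry it was 0.0949 for beta-oxidation and fatty acid metabolism, 0.113 for sterol biosynthesis and the TCA cycle, and 0.17 for steroid hormone synthesis. Both tests allow for the correlation of genes across mice, which the preset value of 0.01 sets low. With fgsea, all 5 stayed past the threshold (adjusted p from 1.59e-05 for fatty acid metabolism to 0.016 for steroid hormone synthesis). As a test on ranked genes, fgsea does not measure the spread of a list between mice. The mitochondrial envelope list passed with fgsea (0.0275), and the lists for unsaturated fatty acids (0.0352) and cholesterol homeostasis (0.0139) with the adipocyte covariate by camera. With the chromaffin covariate, beta-oxidation and fatty acid metabolism (0.00256) and sterol biosynthesis and the TCA cycle (0.019) stayed past the threshold by camera, steroid hormone synthesis was no longer past it (0.369), and cholesterol homeostasis reversed (0.652). With the late response covariate, unsaturated fatty acids passed (0.0467). Without single mice, the adjusted p by camera ranged from 0.0449 (without LFD replicate 7) to 0.291 (without LFD replicate 2) for biosynthesis of unsaturated fatty acids, from 0.00566 (without HFD replicate 1) to 0.852 (without LFD replicate 2) for cholesterol homeostasis, from 0.0227 (without HFD replicate 1) to 0.863 (without HFD replicate 4) for mitochondrial envelope, and from 0.00630 (without LFD replicate 5) to 0.885 (without LFD replicate 6) for oxidative phosphorylation. The direction of the envelope list reversed without LFD replicate 5, and that of oxidative phosphorylation without HFD replicate 1 or 2. The 5 lists past the threshold kept it in all 8 of these fits. The causes were not tested.

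For the lists in icosapent ethyl–treated versus HFD mice, the 3 lists past the threshold had an adjusted p of 0.866 with an estimated correlation and 0.956 with fry. Steroid hormone synthesis passed with fgsea (0.0486) and with the replicate block (0.011). The oxidative phosphorylation list, whose direction was not resolved (0.965), reversed with fgsea (adjusted p = 1), DESeq2's size factors (0.973), all 12 mice in 1 fit (0.986), lists without adipocyte genes (0.885), and the replicate block (0.928), and passed as higher with the chromaffin (0.00312) and late response (0.0193) covariates. With the chromaffin covariate, cholesterol homeostasis, sterol biosynthesis, and the TCA cycle were no longer past the threshold (0.888), and beta-oxidation, unsaturated fatty acids, fatty acid metabolism, and steroid hormone synthesis reversed (0.888 each), as did the mitochondrial envelope (0.0963). With the late response covariate, cholesterol homeostasis and the TCA cycle (0.624) and sterol biosynthesis (0.42) were no longer past the threshold, and beta-oxidation (0.624), mitochondrial envelope (0.624), and fatty acid metabolism (0.942) reversed. Without single mice, the adjusted p by camera ranged from 1.71e-04 (without HFD replicate 1) to 0.820 (without HFD replicate 3) for cholesterol homeostasis, from 1.11e-04 (without HFD replicate 1) to 0.577 (without HFD replicate 3) for sterol biosynthesis, from 5.21e-04 (without HFD replicate 1) to 0.742 (without icosapent ethyl replicate 2) for TCA cycle, from 0.00106 (without HFD replicate 1) to 0.742 (without icosapent ethyl replicate 2) for steroid hormone synthesis, from 0.00830 (without HFD replicate 1) to 0.950 (without HFD replicate 3) for fatty acid metabolism, from 0.0209 (without icosapent ethyl replicate 4) to 0.791 (without HFD replicate 3) for biosynthesis of unsaturated fatty acids, from 0.0125 (without HFD replicate 1) to 0.997 (without HFD replicate 3) for beta-oxidation, from 0.0126 (without HFD replicate 1) to 0.913 (without icosapent ethyl replicate 2) for mitochondrial envelope, and from 0.00127 (without HFD replicate 4) to 0.890 (without icosapent ethyl replicate 2) for oxidative phosphorylation. The first 3 of these lists stayed past the threshold in 3 of the 8 fits, without HFD replicate 1, HFD replicate 2, or icosapent ethyl replicate 4. The last 3 each reversed in 3 of the 8. The causes were not tested.

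Among the named genes, 61 of 76 results kept their direction and their side of the threshold under all alternatives set in advance that were run for single genes and used all mice of the comparison. In HFD versus LFD mice, the log2 fold change of *Acsl5* reversed to 0.077 with the adipocyte covariate. The reversed values with the chromaffin covariate were -0.12 for *Cyp11b2*, -0.015 for *Nr5a1*, -0.073 for *Tspo*, -0.25 for *Por*. The values in icosapent ethyl–treated versus HFD mice were -0.054 for *Acsl6*, 0.063 for *Star*, 0.016 for *Hsd3b1*, 0.046 for *Cyp21a1*, 0.013 for *Cyp11b1*, 0.079 for *Fdx1*, 0.067 for *Fdxr*, 0.017 for *Nr5a1*, 0.041 for *Tspo*, 0.067 for *Por* with the chromaffin covariate, and 0.11 for *Star*, 0.013 for *Cyp21a1*, 0.21 for *Fdx1*, 0.038 for *Fdxr*, 0.061 for *Nr5a1*, 0.028 for *Tspo*, 0.18 for *Por* with the late response covariate. All of these genes but *Acsl6* had a log2 fold change near 0 or within its standard error without a covariate, apart from *Cyp11b2* in HFD versus LFD mice. Without single mice, log2 fold changes whose sign changed ranged from -0.083 to 0.038 for *Acsl5*, from -0.059 to 0.11 for *Tspo*, and from -0.19 to 0.46 for *Por* in HFD versus LFD mice, and from -0.37 to 0.094 for *Star*, from -0.13 to 0.022 for *Hsd3b1*, from -0.37 to 0.090 for *Hsd3b6*, from -0.16 to 0.025 for *Cyp21a1*, from -0.58 to 0.16 for *Fdx1*, from -0.061 to 0.038 for *Fdxr*, from -0.38 to 0.054 for *Nr5a1*, from -0.13 to 0.037 for *Tspo*, and from -0.62 to 0.20 for *Por* in icosapent ethyl–treated versus HFD mice. No gene past the threshold changed its direction in a fit without 1 mouse. With the early response covariate, *Fads2* in HFD versus LFD mice was past the threshold (1.61, adjusted p = 0.0349 by edgeR's test). Over all fits of the named genes, each with 1 alternative, 30 were weaker and 33 stronger with all mice, and 151 were weaker and 8 stronger without 1 mouse.

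Marker lists whose direction reversed without 1 mouse were not past the threshold with all mice. Their adjusted p by camera ranged from 0.538 to 0.974 for the endothelial list, 0.842 to 0.994 for the liver list, 0.704 to 0.974 for the skeletal muscle list, and 0.461 to 0.984 for the zona glomerulosa list in HFD versus LFD mice. For icosapent ethyl–treated versus HFD mice it ranged from 0.0396 to 0.978 for the adipocyte list, 0.205 to 0.973 for the brown adipocyte list, 0.358 to 0.978 for the fibroblast list, 0.0301 to 0.929 for the liver list, 0.531 to 0.978 for the skeletal muscle list, and 0.336 to 0.997 for the zona fasciculata list, and in icosapent ethyl–treated versus LFD mice from 0.144 to 0.80 for the liver list, and 2.64e-04 to 0.862 for the red blood cell list. Of these, the adipocyte list in treated versus HFD mice was past the threshold without HFD replicate 4 or icosapent ethyl replicate 1, the liver list without icosapent ethyl replicate 1 or 2, and the red blood cell list in treated versus LFD mice without LFD replicate 5. With an estimated correlation, no marker list was past the threshold (0.568 or more in HFD versus LFD mice). The correlation of the effects of HFD and icosapent ethyl across genes stayed below 0 under all 5 alternatives, from -0.69 among the 230 genes to -0.244 with DESeq2's size factors, with permutation p from 0.119 to 0.293. The value of -0.69 rests on genes that were chosen with all 4 HFD mice, so it is not free of the shared mice. It was -0.253 with at least 10 counts in every mouse and -0.249 as Pearson's correlation. *Acsl4* ranked first of the 5 isoforms in all 3 groups, also per kilobase of exon. Among the genes of Fig. 5E, depth limited *Elovl2* and *Prelid3a*, with at most 40 counts in any HFD or treated mouse, and the 3 that had at most 20. DESeq2 could be run for all comparisons, and every alternative set in advance was run for the counts of differentially expressed genes. Library totals and no filter on low counts were not run for the named genes or the gene lists. A filter of 10 counts in every mouse was not run for the named genes. The marker lists were run only with an estimated correlation, fry, the replicate block, and leaving out each mouse.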

Differences from the paper's values

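DESeq2 at an unadjusted p below 0.05 and the late and early response covariates were chosen only after the values were seen.

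The paper reports 2203 differentially expressed genes in HFD versus LFD mice, 1030 up-regulated and 1173 down-regulated, and edgeR's quasi-likelihood test gave 230, 155, and 75. Of the alternatives set before the data were examined, the Wald test of DESeq2, the tool the paper names, came within 1.5 times of all 3 of the paper's counts, with 1932, 965, and 967. The adipocyte covariate did so for the total (1845) and the down-regulated genes (1192) but not for the up-regulated genes (653). A threshold of 0.1 did so for the up-regulated genes (793) but not for the total (1396) or the down-regulated genes (603). DESeq2's size factors, library totals, no filter, at least 10 counts in every mouse, all 12 mice in 1 fit, the threshold on the fold change, and leaving out any mouse did not. The late response covariate, chosen after seeing the values, gave 2512 genes in total, with the down-regulated and the up-regulated genes also within 1.5 times of the paper's counts.

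For *Fads2* in HFD versus LFD mice, the paper's adjusted p is 0.0117, against 0.0781 by edgeR's quasi-likelihood test, with similar log2 fold changes (the paper's 1.244 and 1.23), and 3 of 4 HFD mice above all LFD mice. Of the alternatives set before the data were examined, none that was run for single genes came within 1.5 times of the paper's adjusted p. Library totals and the other filters on low counts were not run for *Fads2*. Over those that kept all mice, it ranged from 0.00649 with DESeq2's Wald test to 0.0825 with DESeq2's size factors. *Fads2* was past the threshold in DESeq2's Wald test, with the adipocyte covariate (0.0404), and without HFD replicate 1 (0.0209). With the late response covariate, it was 0.00839, which is within 1.5 times of the paper's, but this covariate was chosen after seeing the values. With the early response covariate, also chosen after, it was 0.0349. A fit with the chromaffin covariate, also chosen after, gave a log2 fold change of 0.86 and did not place *Fads2* past the threshold.

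In icosapent ethyl–treated versus HFD mice, the paper reports 266 up-regulated and 162 down-regulated genes, and edgeR's test gave 0 and 0 (107 and 114 at an unadjusted p below 0.05). None of the alternatives set before the data were examined closed the gap. DESeq2's Wald test gave 5 and 2 genes, and the others gave 0. DESeq2 at an unadjusted p below 0.05 gave 234 and 166 genes, within 1.5 times of the paper's counts, and was chosen after seeing the values.

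Some directions also differ. The paper gives *Fabp3* and *Pla2g7* as up-regulated in HFD mice, and their log2 fold changes were -1.52 and -0.92, with all 4 HFD mice below all LFD mice. The paper gives *Fads6*, *Agpat3*, *Cpt2*, and *Elovl1* as down-regulated, and their log2 fold changes were 0.78, 0.69, 0.46, and 0.33, with all 4 HFD mice above all LFD mice. Of the 19 genes it names for HFD versus LFD, these 6 moved in the opposite direction. Of the 6 tested genes in Fig. 5E, *Acsl4* is given as up-regulated in icosapent ethyl–treated mice, and its log2 fold change was -0.29, lower than every HFD mouse in 2 of 4 treated mice. No setting that was run reversed these 7 directions.

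The paper reports enrichment of gene sets for which the lists used here, which are not the same sets, were not past the threshold by camera. In HFD versus LFD mice these were biosynthesis of unsaturated fatty acids (adjusted p = 0.128), cholesterol homeostasis (0.178), mitochondrial biogenesis (0.264), mitochondrial envelope (0.238), and oxidative phosphorylation (0.264, lower in HFD mice). The envelope list was past it with fgsea, and that for unsaturated fatty acids with the adipocyte covariate, without LFD replicate 7, without HFD replicate 2, and with the late response covariate, which was chosen after the values were seen. Cholesterol homeostasis was past it with the adipocyte covariate and without HFD replicate 1 or LFD replicate 7, and the envelope list without HFD replicate 1. Oxidative phosphorylation was past it as lower in HFD mice, opposite to the paper's direction, without LFD replicate 5, HFD replicate 3, or HFD replicate 4. In icosapent ethyl–treated versus HFD mice they were fatty acid metabolism (0.19), mitochondrial envelope (0.615), and oxidative phosphorylation (0.965). Fatty acid metabolism was past the threshold without HFD replicate 1 (0.0083) or icosapent ethyl replicate 4, the envelope without HFD replicate 1 (0.0126), and oxidative phosphorylation as lower without HFD replicate 1 or 2. Without HFD replicate 4, oxidative phosphorylation was past it as higher in treated mice (0.00127), opposite to the paper.

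For single genes that the paper names and edgeR's test did not place past the threshold, other settings did. In HFD versus LFD mice, *Acsl4* was past it with DESeq2's Wald test (0.0085), the adipocyte covariate (0.0165), and without HFD replicate 1 (0.036). *Dgat2* was past it with DESeq2 (0.0201), *Lep* with DESeq2 (0.00175), all 12 mice in 1 fit (0.0349), the adipocyte covariate (0.0424), and without LFD replicate 2 (0.0381), and *Elovl1*, in the direction opposite to the paper's, with DESeq2 (0.0123), all 12 mice (0.0422), and without HFD replicate 1 (0.0343). *Acsl6* was past it with the adipocyte covariate (0.017). The late response covariate, chosen after the values were seen, placed *Acsl4*, *Dgat2*, *Lep*, and *Elovl1* past it (0.0051, 0.0453, 0.0101, and 0.0209). In icosapent ethyl–treated versus HFD mice, no setting placed a gene of Fig. 5E past the threshold.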

Other observations

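The late and early response covariates, the test of the brown adipocyte genes, the replicate block as a test of the low counts, and the tests of macrophage and mesothelial genes were chosen only after the results were seen. The splits of the mice were not.

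Other splits of the same 8 mice were used to see how often other groupings give results as large. Some of these splits keep most mice of a group together, so they are not all unrelated to the groups. For HFD versus LFD, 2 of 35 splits, the real one included, gave at least 230 differentially expressed genes, a share of over 0.05. The other one, with LFD replicates 2, 5, and 6 and HFD replicate 1 on the same side, gave 718. It keeps most mice of each diet together, so it does not show that groups unrelated to the diets give as many. The median over all splits but the real one was 0 genes. At an unadjusted p below 0.05, the real split had the most genes of the 35. For the gene lists, 18 of 35 splits put as many lists past the threshold by camera as the real one (5 lists), and for the marker lists 19 of 35 (3 lists). For icosapent ethyl–treated versus HFD mice, all 8 splits that parted the 4 same-numbered pairs gave 0 or more genes, as the real one had 0, which decides nothing. At an unadjusted p below 0.05, 5 of these 8 had at least the real 221 genes, and 5 of these 8 put at least 3 gene lists past the threshold. With 8 such splits, a share under 0.05 cannot be reached. The other 27 splits keep at least 1 pair together, and the one with HFD replicates 1 and 2 and icosapent ethyl replicates 1 and 2 on the same side gave 3737 genes. For icosapent ethyl–treated versus LFD mice, 35 of 35 splits gave as many genes as the real 0, which no split can fall below, so this count decides nothing. At an unadjusted p below 0.05, 4 of 35 splits had at least the real 2225 genes. Gene list calls by camera with the preset correlation are thus what other groupings of these mice also give.

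Genes of the acute response to stimulation differed widely between mice of the same group. *Fos* was expressed at 431, 320, 319, and 329 CPM in HFD replicates 1 and 2 and icosapent ethyl replicates 1 and 2, and at 7.22 to 28.1 CPM in the other 8 mice. *Crem* was at 40.5 to 122 CPM in these 4 mice and in LFD replicate 2, and at 550.0 to 1282 CPM in the other 7. The mice fall into separate clusters in these genes, so no correlation across mice is given. The paper states that mice were killed by cervical dislocation after blood collection, but the time is not known for single mice. An acute response that differed between mice could widen the spread within groups. With the mean of 6 late response genes as a covariate, the log2 fold change of *Fads2* in HFD versus LFD mice was 1.16 (adjusted p = 0.00839 by edgeR's test). This score barely differed between the diets (difference -0.034, exact permutation test, two-sided, p = 1). The late response, as far as these 6 genes measure it, is thus argued against as the source of the higher *Fads2*. With the mean of 7 early response genes as a covariate, the log2 fold change of *Fads2* was 1.61 (SE 0.28, adjusted p = 0.0349 by edgeR's test). The same covariate moved other genes, with 540 genes past the threshold in place of 230, so the tables argue against an acute response, as far as these 7 genes measure it, as the whole source of the rise of *Fads2*. The early response score differed by 1.79 between the diets, but not beyond the spread between mice (exact permutation test, two-sided, p = 0.2). A biological cause was not tested.

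Fewer genes differed between icosapent ethyl–treated and HFD mice than chance gives, with 221 at an unadjusted p below 0.05 against 796. With the replicate number as a block, 696 genes did, near the number chance gives. Single mice also moved the count, to 877 without HFD replicate 1, 623 without icosapent ethyl replicate 4, and 134 without icosapent ethyl replicate 2, each without a block. A deviation shared by mice of both groups, such as the day of collection, may have widened the spread within both groups. It need not follow the replicate numbers. Deviations from the group means correlated at 0.621 for HFD replicate 1 with icosapent ethyl replicate 2. The value was 0.474 for HFD replicate 2 with icosapent ethyl replicate 1. Same-numbered mice correlated at 0.254, 0.122, 0.354, and 0.655 for the numbers 1 to 4. The split with replicates 1 and 2 of both groups, the 4 mice highest in *Fos*, on the same side gave 3737 genes. The labels give no batch, and a shared deviation remains a hypothesis that was found and tested on the same data.

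In icosapent ethyl–treated versus HFD mice, the 7 genes past the threshold in DESeq2's Wald test, singled out after their values were seen, were *Rsrp1*, *Pkhd1l1*, *Mettl27*, *Upk3b*, and *Upk1b*, which were higher, and *Capn11* and *Ighv8-12*, which were lower. *Upk3b* was at 14.3, 9.37, 1.94, and 3.09 CPM in treated mice 1 to 4 and at 0.433 to 1.15 CPM in HFD mice. *Upk3b*, *Upk1b*, *Pkhd1l1*, and *Krt7* are expressed in mesothelium, which covers the adrenal surface. Mesothelium left on some cortices may be their source, but for 2 further mesothelial genes, *Msln* and *Krt19*, the exact permutation test of the mean log2 CPM gave p = 0.143 (two-sided, difference 1.34), so that it cannot be told apart from an effect of the treatment with 4 mice per group. *Msln* was at 5.98 and 4.4 CPM in treated mice 1 and 2 and at 1.73 and 1.65 CPM in treated mice 3 and 4.

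Liver genes were detected in icosapent ethyl replicate 4, with *Alb* at 11.5 CPM, *Apoa1* at 1.75, *Fgb* at 0.465, and *Serpina1a* at 0.369. In the other 11 mice, *Alb* was at 1.38 CPM or less. Too few genes of this list were expressed in the other mice to test it well (adjusted p = 0.424 by camera, median log2 fold change 0.58 over 3 genes, 2 of them higher). No explanation was tested.

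Within the macrophage genes, those of lipid-laden macrophages, singled out after their values were seen, fell the most in HFD versus LFD mice. The log2 fold changes were -3.80 for *Cd5l*, -2.39 for *Gpnmb*, -2.39 for *Atp6v0d2*, -1.96 for *Mmp12*, -1.25 for *Cd68*, and -1.02 for *Trem2*. *Spp1* changed by -0.36 (SE 0.252) and *Lpl* by -0.50.

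The remaining marker lists were not past the threshold in HFD versus LFD mice with all mice. By camera, the red blood cell list passed without LFD replicate 5 (0.00061), the fibroblast list without LFD replicate 6 (0.0149), and the brown adipocyte list without LFD replicate 7 (0.0258). The median log2 fold change was -0.45 for brown adipocytes (adjusted p = 0.165 by camera, 3 of 7 genes higher, with 3 of 10 genes in another list, 1 picked by the study, and 3 at 1 CPM or more in every mouse). The 3 genes at 1 CPM or more in every mouse were all lower, with log2 fold changes of -0.65 for *Cox7a1* (SE 0.183), -1.52 for *Fabp3* (SE 0.255), and -1.73 for *Cox8b* (SE 0.598). As far as these 3 genes measure them, this argues against brown adipocytes on the cortex as the source of the higher mitochondrial and fatty acid gene lists. With the chromaffin covariate these 3 genes were also lower, *Cox8b* within its SE (-0.265, SE 0.326). The less expressed *Ucp1* (0.06, SE 0.851) and *Cidea* (-0.45, SE 0.523) were within their SE, and were 1.59 and 0.315 with the chromaffin covariate. The median log2 fold change was -0.25 for fibroblasts (0.163, 1 of 8 higher), -0.49 for kidney (0.141, 0 of 2), 0.018 for liver (0.954, 1 of 2), -0.54 for red blood cells (0.459, 0 of 6), 0.033 for skeletal muscle (0.954, 2 of 4), and -0.014 for endothelial cells (0.954, 2 of 8). For the zona fasciculata it was 0.39 (0.141, 5 of 6) and for the zona glomerulosa -0.096 (0.954, 4 of 8). Of the genes of these 2 lists, 4 of 6 and 2 of 8 are also in another list. None of the fibroblast, kidney, liver, red blood cell, or muscle genes is in another list or was picked by the study, and 8 of 8, 1 of 11, 1 of 8, 5 of 6, and 1 of 8 of them were expressed at 1 CPM or more in every mouse.

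The other marker lists in icosapent ethyl–treated versus HFD mice were also not past the threshold by camera with all mice. In the 8 fits that left out 1 mouse, the red blood cell list passed in 3 (lowest 0.00832, without HFD replicate 3), and the zona glomerulosa list in 3 (lowest 0.00477, without HFD replicate 3). The adipocyte and liver lists passed in 2 each (lowest 0.0396 and 0.0301). With all mice, their adjusted p was 0.0871 for red blood cells (median log2 fold change 0.13, 6 of 6 genes higher), 0.0972 for the zona glomerulosa (-0.12, 2 of 8), 0.628 for adipocytes (-0.13, 5 of 15), brown adipocytes (-0.021, 3 of 7), and macrophages (0.052, 8 of 10), 0.639 for the zona fasciculata (-0.087, 1 of 6), 0.661 for kidney (-0.0071, 1 of 3), 0.795 for fibroblasts (0.017, 4 of 8), and 0.918 for skeletal muscle (-0.18, 1 of 4).

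The paper does not compare icosapent ethyl–treated with LFD mice. In that comparison, 0 of 15935 genes had an adjusted p below 0.05 by edgeR's test, and 2225 had an unadjusted p below 0.05, against 797 by chance. *Fads2* had a log2 fold change of 0.69 (SE 0.30, adjusted p = 0.352, 3 of 4 treated mice above all LFD mice). The same 5 pathway lists as in HFD versus LFD mice were past the threshold by camera and higher. They were beta-oxidation (median 0.28, adjusted p = 7.46e-07, 3 of 4 mice above all LFD mice), fatty acid metabolism (0.23, 2.49e-06, 4 of 4), sterol biosynthesis (0.38, 1.6e-04, 3 of 4), the TCA cycle (0.21, 2.21e-04, 3 of 4), and steroid hormone synthesis (0.31, 0.0133, 1 of 4). None held with fry (0.166 or more) or an estimated correlation (0.477 or more). Of 35 splits, 16 put as many lists past the threshold. The marker lists past it were macrophage (-0.60, 2.01e-05, 4 of 4 mice below all LFD mice), adipocyte (0.62, 9.24e-04), chromaffin (-0.74, 0.00273), brown adipocyte (-1.12, 0.00454), and zona fasciculata (0.42, 0.0341). None of these held with fry, where the lowest adjusted p was 0.0553. Without single mice, the chromaffin, brown adipocyte, and zona fasciculata lists lost their call in at least 1 fit (highest 0.0533, 0.146, and 0.0802 by camera). The fibroblast, endothelial, kidney, zona glomerulosa, and red blood cell lists passed in at least 1 (lowest 0.00294, 0.0114, 0.0175, 0.0249, and 0.000264).

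Whether icosapent ethyl moves genes opposite to HFD feeding could not be separated from chance. With all 4 HFD mice in both comparisons, it could not be separated from their shared use either. With separate HFD mice in the 2 comparisons, the correlation averaged -0.244 and was below 0 in 5 of 6 splits. Permuted groups gave averages as low in 182 of 1000 cases (permutation test, one-sided, p = 0.183). Shared mice cannot lower the value with separate mice, for which permuted groups had a median of 0.00957. That value lay within the spread of permuted groups. The permutations also moved the LFD labels, so they did not keep the difference between the diets. They therefore cannot decide on icosapent ethyl alone. With all 4 HFD mice in both comparisons, the correlation was -0.623, against a median of -0.492 in permuted groups (permutation test, one-sided, p = 0.293).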
